# Hepatocyte-specific CCAAT/enhancer binding protein α restricts liver fibrosis progression

**DOI:** 10.1172/JCI166731

**Published:** 2024-04-01

**Authors:** Tingting Yan, Nana Yan, Yangliu Xia, Vorthon Sawaswong, Xinxin Zhu, Henrique Bregolin Dias, Daisuke Aibara, Shogo Takahashi, Keisuke Hamada, Yoshifumi Saito, Guangming Li, Hui Liu, Hualong Yan, Thomas J. Velenosi, Kristopher W. Krausz, Jing Huang, Shioko Kimura, Yaron Rotman, Aijuan Qu, Haiping Hao, Frank J. Gonzalez

**Keywords:** Hepatology, Fibrosis, Macrophages, Transcription

## Abstract

Metabolic dysfunction–associated steatohepatitis (MASH) — previously described as nonalcoholic steatohepatitis (NASH) — is a major driver of liver fibrosis in humans, while liver fibrosis is a key determinant of all-cause mortality in liver disease independent of MASH occurrence. CCAAT/enhancer binding protein α (CEBPA), as a versatile ligand-independent transcriptional factor, has an important function in myeloid cells, and is under clinical evaluation for cancer therapy. CEBPA is also expressed in hepatocytes and regulates glucolipid homeostasis; however, the role of hepatocyte-specific CEBPA in modulating liver fibrosis progression is largely unknown. Here, hepatic CEBPA expression was found to be decreased during MASH progression both in humans and mice, and hepatic *CEBPA* mRNA was negatively correlated with MASH fibrosis in the human liver. *Cebpa*^ΔHep^ mice had markedly enhanced liver fibrosis induced by a high-fat, high-cholesterol, high-fructose diet or carbon tetrachloride. Temporal and spatial hepatocyte-specific CEBPA loss at the progressive stage of MASH in *Cebpa*^ΔHep,ERT2^ mice functionally promoted liver fibrosis. Mechanistically, hepatocyte CEBPA directly repressed *Spp1* transactivation to reduce the secretion of osteopontin, a fibrogenesis inducer of hepatic stellate cells. Forced hepatocyte-specific CEBPA expression reduced MASH-associated liver fibrosis. These results demonstrate an important role for hepatocyte-specific CEBPA in liver fibrosis progression, and may help guide the therapeutic discoveries targeting hepatocyte CEBPA for the treatment of liver fibrosis.

## Abstract 2

Hepatocyte CEBPA is gradually lost during nonalcoholic steatohepatitis in humans, which leads to hepatocyte-derived osteopontin release that in turn enhances liver fibrosis progression.

## Introduction

Growing clinical evidence revealed that liver fibrosis is a main determinant of outcomes or all-cause mortality in liver disease (1–6). Metabolic dysfunction–associated steatotic liver disease (MASLD), previously known as nonalcoholic fatty liver disease (NAFLD), could progress to metabolic dysfunction–associated steatohepatitis (MASH), previously known as nonalcoholic steatohepatitis (NASH), accompanied with liver fibrosis occurrence (7). Although multiple parallel insults via crosstalk among organs or cells were proposed to explain the pathogenesis of fibrosis progression, the molecular mechanisms underlying fibrosis progression remain incompletely understood and no US FDA-approved pharmacotherapies are presently available (8–10).

CCAAT/enhancer binding protein α (CEBPA) was initially found to modulate myeloid cell differentiation and oncogenesis (11). MTL-CEBPA is a first-in-human myeloid modifier saRNA therapeutic that improves hepatocellular carcinoma outcome by suppressing myeloid cells (12–14). CEBPA was also demonstrated to modulate the progression of hepatocellular carcinogenesis by using global CEBPA knock-in mice or MTL-CEBPA in preclinical models (12, 15). Physiologically, CEBPA controls hepatocyte maturation and liver function as revealed by CEBPA-KO embryonic livers from global CEBPA-KO mice; global CEBPA-KO mice die as neonates (16, 17). Until now, the pathological function of cell-specific CEBPA in influencing the progression of various liver diseases is still largely unexplored. While CEBPA is expressed in hepatocytes and is a modulator of glucolipid homeostasis (18, 19), whether and how hepatocyte-specific CEBPA alters the progression of liver fibrosis remains to be explored. Herein, by using a hepatocyte-specific constitutive or inducible CEBPA-deficient mouse strain in combination with adeno-associated virus serotype 8–forced (AAV8-forced) CEBPA overexpression, the pathological function of hepatocyte-specific CEBPA in regulating liver fibrosis was examined and the mechanism was identified.

## Results

### Hepatic CEBPA expression is decreased by MASH and tracks with MASH fibrosis.

The role of hepatic CEBPA in MASH fibrosis progression was investigated by first examining published microarray data (E-MEXP-3291 [see Supplemental Methods; supplemental material available online with this article; https://doi.org/10.1172/JCI166731DS1]). Human liver *CEBPA* mRNA was decreased while mRNAs involved in inflammation and fibrosis were increased in MASH livers (previously described as NASH livers) but not in simple steatosis livers, and several fibrosis gene mRNAs were negatively correlated with *CEBPA* mRNA (Supplemental Figure 1, A–C). In humans, *CEBPA* mRNA was decreased in MASH livers and negatively correlated with fibrosis markers, accompanied by decreased hepatic CEBPA protein levels (Figure 1, A–G), while hepatic inflammation- and fibrosis-related mRNAs were increased in MASH, indicating, as expected, that liver fibrosis is associated with MASH in humans (Supplemental Figure 1D). Furthermore, immunofluorescence staining showed that CEBPA in hepatocytes was gradually lost during MASH progression in patients (Figure 1, H–I). Consistently, *Cebpa* mRNA was time-dependently decreased in the livers and hepatocytes of mice fed a high-fat, high-cholesterol, high-fructose diet (HFCFD) for 13 or 26 weeks during the development of liver fibrosis, accompanied by decreased liver CEBPA protein, especially the 42 kD isoform (Figure 1, J–L and Supplemental Figure 1E). IHC analyses revealed a reduction of hepatic CEBPA during MASH progression, with the livers of hepatocyte-specific *Cebpa*-KO (*Cebpa*^ΔHep^) mice used as a negative control for the CEBPA antibody (Figure 1, M and N). Similarly, *Cebpa* mRNA was markedly lower in livers from 12-week HFCFD-fed *ob*/*ob* mice (Supplemental Figure 1F). Thus, hepatic CEBPA expression was decreased by MASH both in humans and mice.

To explore the mechanism underlying the lower hepatic CEBPA expression in MASH, 167 candidate transcription factors were predicted to bind to the *Cebpa* gene promoter (Supplemental Figure 1G and Supplemental Table 1). Differential gene expression (DGE) analyses to distinguish genes changed by MASH in mouse (GSE162276) and human livers (microarray E-MEXP-3291) were analyzed in both data sets. An increase of 795 mRNAs and a decrease of 382 mRNAs were associated with MASH (Supplemental Figure 1H), and among these genes, 14 MASH-increased and 3 MASH-decreased genes were overlapped with the 167 candidate transcriptional factors that were predicted to bind to the Cebpa gene promoter, as listed in Supplemental Table 1 (Supplemental Figure 1I). In particular, activating transcription factor 3 (ATF3), a transcriptional repressor, was previously shown to inhibit *Cebpa* transactivation in adipocytes (20). Thus, ATF3 was suspected to repress liver *Cebpa* transcription during MASH. Indeed, mouse ATF3 overexpression decreased *Cebpa* mRNA in primary hepatocytes (Supplemental Figure 1J). Another transcription factor, hes family bHLH transcription factor 1 (HES1), a transcriptional repressor known to be induced in hepatocytes and to promote fibrosis progression during MASH (21), was identified as a potential candidate that could repress liver *Cebpa* transcription during MASH. Hepatic *HES1* mRNA was positively correlated with liver fibrosis in humans (Supplemental Figure 1, K and L), and recombinant human HES1 overexpression repressed transactivation of the *CEBPA* gene (Supplemental Figure 1M). Further, human HES1 overexpression decreased *CEBPA* mRNA in primary human hepatocytes (Supplemental Figure 1N). Thus, ATF3 and HES1 upregulation by MASH may at least partially explain the MASH-induced decrease of CEBPA expression.

### Hepatocyte-specific CEBPA deficiency enhances MASH-associated fibrosis in mice.

Next, a *Cebpa*^ΔHep^ mouse strain was generated to study the role of hepatocyte CEBPA in the progression of fibrosis associated with MASH (Supplemental Figure 2, A and B). Lower (approximately 50%) survival was noted in *Cebpa*^ΔHep^ mice compared with *Cebpa*^fl/fl^ littermates at 3 weeks of age in both females and males, which was likely due to decreased hepatic glycogen storage during the early developmental stage, similar to that found in global *Cebpa*-null mice (16). The survival rate of *Cebpa*^ΔHep^ mice was comparable to *Cebpa*^fl/fl^ mice after the mice were weaned at 3 weeks of age, and 10-week-old chow-fed *Cebpa*^ΔHep^ mice showed comparable body weights, liver weights, liver weight/body weight ratios, serum alanine transaminase (ALT) levels, triglycerides (TG), nonesterified fatty acids (NEFA), hepatic total cholesterol (TC), TG and NEFA, and liver histology, as well as mRNAs involved in hepatic fibrosis and inflammation accompanied by lower serum TC (Supplemental Figure 2, C–E). After HFCFD feeding for 16 weeks, *Cebpa*^ΔHep^ mice showed similar body weights and insulin sensitivity with the *Cebpa*^fl/fl^ mice, but developed increased liver weights, liver/body weight ratios, liver TG, serum ALT and terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) staining without changing liver TC, serum TG and NEFA, accompanied by lower serum TC (Supplemental Figure 2F). Notably, histological analyses by H&E staining and Oil red O staining revealed larger lipid droplets, while Sirius red staining revealed higher positive staining in livers of *Cebpa*^ΔHep^ mice (Figure 2A). mRNAs involved in hepatic fibrogenesis and inflammation were markedly increased in *Cebpa*^ΔHep^ mice (Figure 2B), accompanied by a quantitative increase in collagen deposition (Figure 2C), increased positive IHC staining of proinflammatory marker CD45 (Figure 2D), and reduced hepatic glycogen storage (Figure 2E). The mRNAs involved in hepatic lipogenesis, lipid transport, fatty acid β-oxidation, and bile acid signaling remained unchanged or decreased, except that hepatic *Smpdl3b* mRNA, encoding an enzyme involved in lipid drop formation, was significantly increased (Supplemental Figure 2G). The enhanced hepatic fibrosis and inflammation phenotype was consistently observed after an extended HFCFD feeding for as long as 9 months accompanied by enhanced IHC staining of CD45 and reduced hepatic glycogen storage (Figure 2, A and F–I). The body weights and liver weights were slightly but significantly increased, and liver weight ratios, hepatic lipids and liver TG slightly increased, while serum ALT and TC decreased, but other biochemical parameters remained similar between the 2 genotypes (Supplemental Figure 2H). Further, hepatic fibrogenesis signaling was significantly enhanced even in 9-month chow diet-fed *Cebpa*^ΔHep^ mice without significantly changing body weights, liver weights, and biochemical parameters, albeit no obvious increase of collagen deposition was detectable by Sirius red staining (Supplemental Figure 3, A–C and Supplemental Figure 2I). In chow-fed mice, hepatic glycogen storage was reduced in the 9-month chow-fed mice or short-term 2-week HFCFD-fed mice, albeit not in 10-week-old chow-fed mice (Supplemental Figure 3, D and E). Given that *CEBPA* mRNA levels were decreased by about 50% both in human patients and in mice, hepatocyte heterozygous CEBPA-KO (*Cebpa*^ΔHep,f/+^) mice were used to test whether a reduction of CEBPA affected the extent of liver fibrosis. After both 16-week and 30-week HFCFD feeding, *Cebpa*^ΔHep,f/+^ mice consistently developed increased liver fibrosis and inflammation (Supplemental Figure 3, F and G). Thus, even a 50% decrease in hepatocyte CEBPA enhanced MASH-associated liver fibrosis.

### Hepatocyte CEBPA deficiency at the progressive stage of MASH promotes liver fibrosis.

To avoid the potentially compensatory effect during early embryo development or growth and to check the function of hepatocyte CEBPA loss at the later stages of MASH, a tamoxifen-inducible *Cebpa*^ΔHep,ERT2^ mouse strain was generated to achieve temporal and spatial loss of hepatocyte CEBPA at the progressive stage of MASH. Post-adult tamoxifen dosing in chow diet-fed *Cebpa*^ΔHep,ERT2^ mice revealed a marked decrease in hepatic *Cebpa* mRNA and CEBPA protein with no significant change in liver histology (Supplemental Figure 4, A–C). Two sets of *Cebpa*^ΔHep,ERT2^ mice were subjected to experiments (Figure 3, A and C). The mice showed comparable body weights, while the liver weights, liver weight ratios, serum ALT, and TUNEL staining were increased in the first experiment and remained unchanged in the second experiment, between the 2 genotypes (Supplemental Figure 4, D and E). Hepatic and serum TC, TG, and NEFA were decreased or unchanged between 2 genotypes in all mice, with the exception of liver TG levels in the first experiment, which were increased in *Cebpa*^ΔHep,ERT2^ mice (Supplemental Figure 4, D and E). Similarly, changes of hepatic lipids among these 2 experiments, as assessed by histological analyses, were varied, showing increased or decreased lipids in *Cebpa*^ΔHep,ERT2^ mice (Figure 3F). However, both sets of *Cebpa*^ΔHep,ERT2^ mice consistently developed markedly enhanced liver fibrosis as revealed by increased hepatic inflammation- and fibrosis-related mRNAs (Figure 3, B and D), while the stiffness of livers was much higher in HFCFD-fed *Cebpa*^ΔHep,ERT2^ mice, indicating increased liver cirrhosis (Figure 3E). Both sets of *Cebpa*^ΔHep,ERT2^ mice developed enhanced Sirius red staining and CD45 IHC staining (Figure 3, F–J). Thus, loss of hepatocyte CEBPA after MASH development could further promote liver fibrosis and potentiate cirrhosis, which is not always accompanied by enhanced fatty liver.

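The livers of the first of these experiments, in which *Cebpa* ΔHep,ERT2 mice received tamoxifen for the last 10 weeks of 22 weeks of HFCFD feeding (HFCFD12W+T10W), were also profiled by RNA-Seq, in 5 *Cebpa* fl/fl and 5 *Cebpa* ΔHep,ERT2 mice. The fibrosis- and inflammation-related mRNAs of Figure 3B were read from those libraries as CPM (counts scaled to the total of each library after adjustment by the trimmed mean of M values), and each genotype difference is a log2 fold change from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 12463 genes tested. Of 8 fibrosis-related mRNAs, 7 had enough counts to be tested, and all 7 were higher in *Cebpa* ΔHep,ERT2 mice with an adjusted p under 0.05, both over all genes and adjusted over the list alone. Their median log2 fold change was 2.98, with a range of 0.67 to 3.55. As a set they changed with an adjusted p of 5.1e-07 in the fry rotation test of limma, adjusted over 11 list tests. *Col1a1* rose from 15.7 ± 6.89 CPM (SD, n = 5 mice) in *Cebpa* fl/fl mice to 183.2 ± 24.3 CPM (SD, n = 5) in *Cebpa* ΔHep,ERT2 mice, a log2 fold change of 3.55 with a standard error of 0.26. *Timp1*, at 0.712 CPM in *Cebpa* fl/fl mice, reached 5.91 CPM. *Mmp2* had a log2 fold change of 3.02, *Acta2* 2.07, *Timp2* 1.81 and *Tgfb1* 0.67, the last with an adjusted p of 0.014. The adjusted p of *Tgfb1* was 0.0595 after a correction for GC content and transcript length, where the alternatives gave adjusted p from 0.00865 to 0.0595. *Mmp13* averaged 0.302 CPM in *Cebpa* fl/fl mice and 2.54 CPM in *Cebpa* ΔHep,ERT2 mice, too low for the test with all 10 mice. In 6 of the 10 fits that each left out 1 mouse it was tested, with a log2 fold change of 2.81 to 3.21 and an adjusted p of at most 0.000319 in edgeR. Among the alternatives, limma on the authors' CPM values moved the median of the fibrosis list most, to 1.79. Of 4 inflammation-related mRNAs, only *Ccl2* and *Il1b* could be tested. *Ccl2* had a log2 fold change of 1.27 with an adjusted p of 0.0055, and *Il1b* of 0.36 with an adjusted p of 0.456, so that 1 of them passed both over all genes and adjusted over the list alone. Their median was 0.81 with a fry adjusted p of 0.051. Without *Cebpa* fl/fl replicate 5 the median was 1.13 and the adjusted p 0.00183, and over the alternatives the adjusted p ran from 0.00366 to 0.675. From the higher mRNAs and the staining in both sets of mice and the stiffness of livers in the second, the paper proposes that losing hepatocyte CEBPA after MASH has developed promotes fibrosis further.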

### Hepatocyte CEBPA negatively regulates Spp1 transcription and osteopontin release during MASH.

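Liver RNA was sequenced as stranded poly(A) libraries, 1 per mouse, in 3 experiments with 5 *Cebpa* fl/fl and 5 knockout male mice each, 30 libraries in all. In HFCFD2W, *Cebpa* ΔHep mice, which lack hepatocyte CEBPA through a constitutive albumin-driven Cre, were fed the HFCFD for 2 weeks. In HFCFD8W+T10D and HFCFD12W+T10W, the tamoxifen-inducible *Cebpa* ΔHep,ERT2 mice received tamoxifen for the last 10 days or the last 10 weeks of the feeding. The authors quantified reads per gene with RSEM and deposited expected counts without normalization for 55450 genes, whose identifiers are all those of GENCODE M21 on GRCm38. RSEM divides a read that fits several genes among them, and 3.25% of the expected counts were not whole. In HFCFD2W the total per library ran from 7996123 to 9462425 counts in *Cebpa* fl/fl mice, with a median of 8500949, and from 8940452 to 10257347 in *Cebpa* ΔHep mice, with a median of 9051336. In HFCFD8W+T10D it ran from 8579909 to 9956884 (median 9158677) in *Cebpa* fl/fl mice and from 8766880 to 9698927 (median 9342589) in *Cebpa* ΔHep,ERT2 mice. In HFCFD12W+T10W it ran from 8572611 to 9695135 (median 8989054) in *Cebpa* fl/fl mice and from 8047010 to 9058366 (median 8888853) in *Cebpa* ΔHep,ERT2 mice. For the values here, the expected counts were rounded, genes with low counts were removed with edgeR's filterByExpr by genotype, and library sizes were scaled by the trimmed mean of M values (TMM). Each experiment was fitted alone, which left 11068 genes to test in HFCFD2W, 11990 in HFCFD8W+T10D and 12463 in HFCFD12W+T10W. A gene was called higher or lower in knockout livers at an adjusted p under 0.05 and a fold change over 2, the thresholds of Figure 4B. A group whose libraries all held 3 counts or fewer of a gene was taken to be at the floor, and folds against it are given as lower bounds. Floors and counts cover counting error only.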

To clarify the mechanisms underlying the above phenotypes, RNA-Seq of liver mRNAs were used in HFCFD-fed mice either already showing a phenotype or prior to the occurrence of the phenotype. The DGE profiles between the 2 genotypes among 3 experiments were analyzed by Venn diagram, Volcano plots, and heatmaps, identifying 6 mRNAs that were consistently increased and 24 mRNAs that were decreased after hepatocyte-specific CEBPA deficiency (Figure 4, A and B and Supplemental Figure 5A). 

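In HFCFD2W, 187 genes were called higher and 153 lower in *Cebpa* ΔHep livers. In HFCFD8W+T10D, 490 genes were higher and 241 lower in *Cebpa* ΔHep,ERT2 livers, and in HFCFD12W+T10W, 1777 were higher and 433 lower. With the threshold on the fold change dropped, the alternative that moved these counts most, the higher genes numbered 952, 1231 and 3411. Without *Cebpa* ΔHep,ERT2 replicate 2, the higher genes of HFCFD8W+T10D numbered 308 instead. Of all genes tested, 1389, 1396 and 4707 (12.5%, 11.6% and 37.8%) had the knockout mice all above or all below the *Cebpa* fl/fl mice in the 3 experiments, where chance gives 0.79% for both ways together. Of 10950 genes tested in all 3 experiments, 45 were called higher in all of them, where independent calls would give 0.33, and 42 lower, where they would give 0.0936. Counting all genes, also those not tested in every experiment, the genes called higher in 1 experiment only numbered 106 in HFCFD2W, 72 in HFCFD8W+T10D and 1331 in HFCFD12W+T10W, and those called lower 90, 60 and 249. In the same count, 369 higher and 130 lower genes were called in HFCFD8W+T10D and HFCFD12W+T10W and not in HFCFD2W. Among the shared genes, *Slc13a5* had log2 fold changes of 3.13, 2.66 and 2.47 in the 3 experiments in the order above, *Tff3* of 3.15, 3.23 and 2.87, and *Lpl* of 1.87, 2.18 and 2.33. *Gipc2* was at least 9.15-fold higher in HFCFD2W and at least 36.1-fold higher in HFCFD8W+T10D, with *Cebpa* fl/fl mice at the floor. Among the shared lower genes, *Hsd11b1* changed by -2.63, -2.06 and -2.36, *Susd4* by -2.95, -2.64 and -2.24, and *Slc15a5* by -3.11, -3.49 and -4.82. By symbol, 6 of the shared higher and 13 of the shared lower genes were counted as members of multigene families or as predicted genes. Of the shared genes, 5 higher and 7 lower ones had expected counts that were not whole in most libraries. Such counts arise where RSEM splits reads between genes. The lower genes with the largest changes in the inducible experiments were mostly of the Mup family, such as *Mup17*, at least 77.5-fold lower in HFCFD8W+T10D, and their single values are uncertain for the same reason. By fitted fold change, the top higher genes of HFCFD12W+T10W were *Mmp7*, at least 16.3-fold higher, *Fbn2*, *Itgb6*, *Gabrp* and *Cftr*. Each had *Cebpa* fl/fl mice at the floor, so this order does not rank the sizes of their changes. By its bound *H19*, at least 55.3-fold higher in HFCFD12W+T10W, exceeded *Mmp7*.

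**Figure D1:**
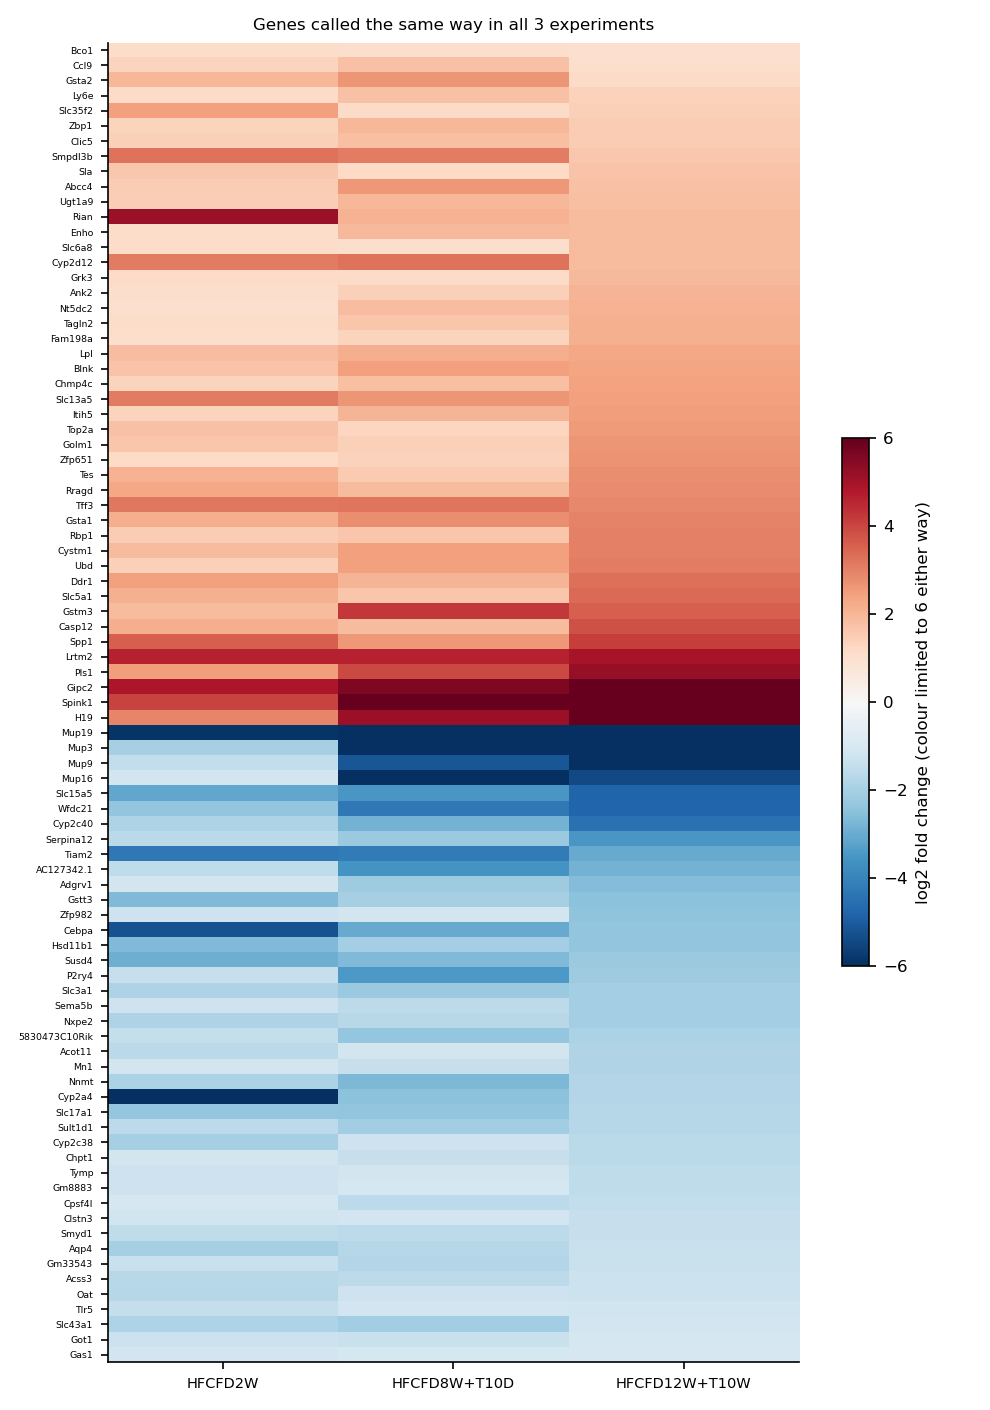
Heatmap of the log2 fold change (knockout against *Cebpa* fl/fl) of the 45 genes called higher and the 42 called lower in all 3 experiments, 1 gene per line and 1 experiment per column, with the colour limited to 6 either way. Some genes of the Mup family reach the blue limit in the inducible experiments, and *Spink1* reaches the red limit in both.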

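*Spp1* (ENSMUSG00000029304.14) lies on chromosome 5 of GRCm38, on the plus strand from 104435118 to 104441050, and is annotated as protein coding. Among the genes called higher it ranked 11 of 187 by log2 fold change in HFCFD2W, 37 of 490 in HFCFD8W+T10D and 74 of 1777 in HFCFD12W+T10W. By p it ranked 4, 18 and 2, and by the gain in CPM between the genotype means 6, 15 and 3.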

*Spp1* encoding the profibrogenic protein osteopontin (OPN), ranked among the top-upregulated mRNAs (Figure 4B and Supplemental Figure 5A). RNA-Seq was also performed in CEBPA-knockout or CEBPA-overexpressing primary hepatocytes. Of the top-changed genes in hepatocytes, *Spp1* was consistently found to rank among the top-changed mRNAs that were negatively regulated by hepatocyte CEBPA as a potential mechanistic hit (Supplemental Figure 5B). 

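*Cebpa* (ENSMUSG00000034957.10) lies on chromosome 7 of GRCm38 from 35119293 to 35121928 on the plus strand. Its mRNA was 150.5 ± 15.6 CPM (SD, n = 5 mice) in *Cebpa* fl/fl livers and 4.03 ± 0.762 CPM (SD, n = 5) in *Cebpa* ΔHep livers of HFCFD2W, so that 2.68% remained. In *Cebpa* ΔHep,ERT2 livers 12.1% remained in HFCFD8W+T10D and 19.2% in HFCFD12W+T10W. The log2 fold changes were -5.23, -3.04 and -2.38. *Spp1* mRNA in HFCFD2W was 37.1 ± 14.6 CPM (SD, n = 5) in *Cebpa* fl/fl livers and 450.5 ± 95.4 CPM (SD, n = 5) in *Cebpa* ΔHep livers, 12.1-fold more (log2 standard error 0.24, adjusted p = 1.7e-06 from edgeR). In HFCFD8W+T10D it was 42.3 ± 7.42 CPM (SD, n = 5) in *Cebpa* fl/fl livers and 255.4 ± 103.1 CPM (SD, n = 5) in *Cebpa* ΔHep,ERT2 livers, a log2 fold change of 2.59 (standard error 0.26, adjusted p = 5.5e-05 from edgeR). In HFCFD12W+T10W it was 52.0 ± 7.11 CPM (SD, n = 5) in *Cebpa* fl/fl livers and 931.9 ± 158.6 CPM (SD, n = 5) in *Cebpa* ΔHep,ERT2 livers, a log2 fold change of 4.16 (standard error 0.14, adjusted p = 4.4e-09 from edgeR). In each experiment every knockout mouse had more *Spp1* and less *Cebpa* than every *Cebpa* fl/fl mouse (two-sided exact permutation test, p = 0.00794, the smallest that 5 mice against 5 allow). With each mouse left out in turn, the *Spp1* log2 fold change stayed within 3.49 to 3.84, 2.43 to 2.74 and 4.07 to 4.21 in the 3 experiments. Apart from those fits, the alternative that moved it most was limma on the authors' CPM values in HFCFD8W+T10D, to 2.45.

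**Figure D2:**
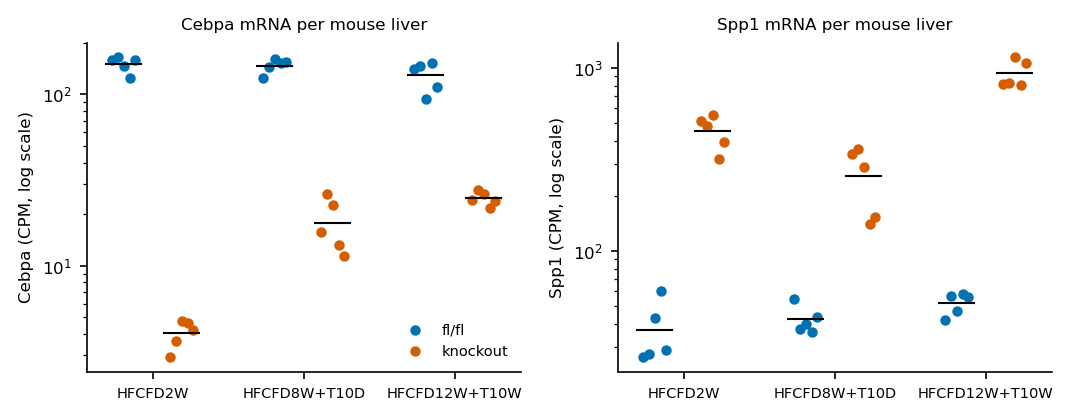
*Cebpa* and *Spp1* mRNA of each mouse in CPM on a log scale, by experiment and genotype, with 1 point per mouse and a line at the mean of 5 mice. In every experiment the *Cebpa* fl/fl and knockout mice are separated for both genes, with *Spp1* means of 37.1 to 52.0 CPM in *Cebpa* fl/fl mice and 255.4 to 931.9 CPM in knockout mice.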

Serum OPN and hepatic *Spp1* mRNA were increased in all examined experimental sets of HFCFD-fed *Cebpa*^ΔHep,ERT2^ mice (Figure 4, C and D) and *Cebpa*^ΔHep^ mice (Figure 4, E and F) during both the early and late stages of MASH, as was the protein level in the livers from 2-week HFCFD-fed *Cebpa*^ΔHep^ mice (Supplemental Figure 5C). Serum OPN (Supplemental Figure 5, D and E) and hepatic *Spp1* mRNA (Supplemental Figure 5, F and G) were increased even in chow-fed *Cebpa*^ΔHep^ mice. Further, human liver *CEBPA* mRNA was negatively correlated with *SPP1* mRNA (Supplemental Figure 5H, TCGA database). Thus, hepatocyte CEBPA repressed hepatic *Spp1* expression and OPN secretion.

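For the tests of whether the *Spp1* change differed between experiments, all 30 libraries were fitted together with the 6 groups of mice. The log2 fold change of *Spp1* in HFCFD8W+T10D differed from that in HFCFD2W by -1.02 (adjusted p = 0.0435 from edgeR's interaction test over 12964 genes). The difference between HFCFD12W+T10W and HFCFD8W+T10D was 1.54 (adjusted p = 0.00381 from edgeR), and that between HFCFD12W+T10W and HFCFD2W was 0.53 (adjusted p = 0.232). HFCFD2W also differs from the other experiments in Cre line, diet time and tamoxifen, and the inducible experiments differ from each other in diet and tamoxifen time, which these tests cannot separate. The paper concludes that CEBPA in hepatocytes repressed *Spp1* in the liver. It cites higher *Spp1* mRNA and serum OPN in knockout mice fed the HFCFD or chow, liver OPN protein and the human correlation. Its RNA-Seq of hepatocytes without CEBPA or with more of it is further evidence. Its later hepatocyte, reporter and ChIP assays bear on the same conclusion.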

The relevance of *SPP1* expression with liver fibrosis was further examined in humans and mice. Human *SPP1* mRNA was increased in MASH livers, but not in simple steatotic livers, and strongly correlated with fibrosis markers (Supplemental Figure 5, I–N, microarray E-MEXP-3291). Hepatic *Spp1* mRNA was increased in both the livers and primary hepatocytes of HFCFD-fed mice as well as in human livers (Figure 4G). Liver OPN protein was increased by MASH in human livers (Figure 4H), and liver *SPP1* mRNA positively correlated with liver fibrosis markers (Figure 4I). In line with the fibrosis-promoting function of OPN, hepatic fibrosis signaling was a top-changed pathway in HFCFD-fed hepatocyte CEBPA-deficient mice, as revealed by Ingenuity Pathways Analysis (IPA) analysis (Supplemental Figure 5O). Thus, hepatic *SPP1* expression strongly tracks with liver fibrosis both in human and in hepatocyte CEBPA-deficient mice during MASH progression.

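Because the paper drew its pathway from IPA, which is not used here, fibrosis was scored with a list of 40 extracellular matrix and stellate-cell genes. In HFCFD2W, 33 of them were tested, with a median log2 fold change of 0.16 (adjusted p = 0.413 from limma's fry), from 0.032 without *Cebpa* fl/fl replicate 1 to 0.306 without *Cebpa* ΔHep replicate 3. Of these, 4 had an adjusted p under 0.05 over all genes and 3 when adjusted over the list alone. The 4 genes were *Col4a1* (0.72), *Col4a2* (0.68), *Col5a2* (0.89) and *Mmp14* (0.49). The last 3 passed 0.05 less surely. With the replicate number as a block, which in HFCFD2W also left only 4 mice of each genotype, their adjusted p was 0.0505, 0.088 and 0.144. That of *Mmp14* exceeded 0.05 in 7 of the 10 fits that each left out 1 mouse. In HFCFD8W+T10D, 36 genes were tested, with a median of 0.66 (adjusted p = 0.051 from limma's fry), and 11 passed over all genes and 21 when adjusted over the list alone. With each mouse left out in turn, the 11 became 4, without *Cebpa* ΔHep,ERT2 replicate 2 or 3, to 19, without *Cebpa* ΔHep,ERT2 replicate 4. Without *Cebpa* ΔHep,ERT2 replicate 4 that median was 0.74 with an adjusted p of 0.0441, and over the alternatives the adjusted p ran from 2.8e-06 to 0.4525. In HFCFD12W+T10W, all 38 genes tested had an adjusted p under 0.05, both over all genes and adjusted over the list alone, with a median of 2.10 (adjusted p = 9.3e-08 from limma's fry). There 37 were higher, *Col3a1* with a log2 fold change of 3.39, and *Fn1* was lower at -0.46. *Lox* was at least 13.7-fold higher. The matrix list changed more in HFCFD12W+T10W than in HFCFD2W by 2.07 (adjusted p = 3.3e-06 from limma's fry over 12 list interaction tests) and than in HFCFD8W+T10D by 1.54 (adjusted p = 4.8e-05). The alternative that moved a median of this list most was limma on the authors' CPM values in HFCFD12W+T10W, to 1.71. The 8 fibrosis-related mRNAs of Figure 3B are all on the list of 40. Their medians by themselves were 0.26 in HFCFD2W (from 0.143 to 0.412 without the same mice), with an adjusted p of 0.634 in limma's fry, and 0.74 in HFCFD8W+T10D, with an adjusted p of 0.051. None of the 6 tested in HFCFD2W passed 0.05 over all genes or adjusted over the list alone, and 0 had an unadjusted p under 0.05. In HFCFD8W+T10D 3 of 7 passed over all genes and 4 when adjusted over the list alone. The 3 were *Mmp2*, which kept an adjusted p under 0.05 with each mouse left out, *Col1a1* and *Tgfb1*. That of *Col1a1* in edgeR exceeded 0.05 in 4 of those 10 fits, up to 0.0709 without *Cebpa* ΔHep,ERT2 replicate 3, and ran from 0.00585 to 0.0557 over the alternatives. That of *Tgfb1* exceeded 0.05 in 7, up to 0.113 without *Cebpa* ΔHep,ERT2 replicate 2, and ran from 0.0167 to 0.0718 over the alternatives. Without *Cebpa* ΔHep,ERT2 replicate 4 the latter median was 0.97 and its adjusted p 0.030, and over the alternatives its adjusted p ran from 0.00615 to 0.4525. With limma's camera, a competitive set test, and a preset correlation between genes of 0.01, both lists had an adjusted p under 0.05 in HFCFD8W+T10D and HFCFD12W+T10W. The camera calls of HFCFD12W+T10W hold under fry and those of HFCFD8W+T10D do not. With the correlation estimated from the data, no list has an adjusted p under 0.05: in HFCFD12W+T10W it was 0.0898 for the fibrosis list, against a lowest of 5.6e-09 among the alternatives, and 0.058 for the matrix list, against a lowest of 2.0e-17.

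**Figure D3:**
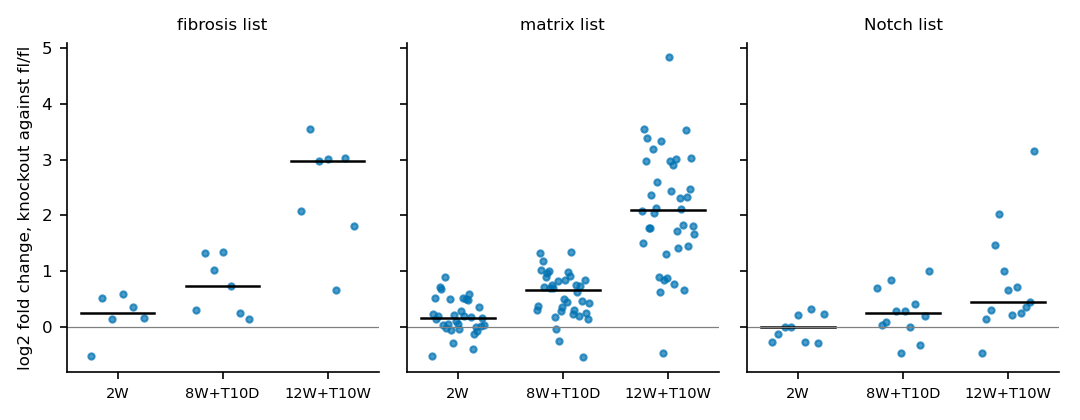
Log2 fold change (knockout against *Cebpa* fl/fl) of each tested gene of the fibrosis list, the matrix list and a list of Notch pathway genes in the 3 experiments, with 1 point per gene and a line at the median. The medians of the matrix list rise from 0.16 in HFCFD2W to 0.66 in HFCFD8W+T10D and 2.10 in HFCFD12W+T10W, while the Notch list has 1 gene, *Sox9*, above 3 in HFCFD12W+T10W.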

### CEBPA negatively modulates Spp1 and OPN release in hepatocytes.

OPN is highly expressed in cholangiocytes, followed by Kupffer cells, hepatocytes, sinusoidal endothelial cells, and hepatic stellate cells (HSCs) in a healthy liver (22). Since *Spp1* was previously found to be induced by hepatic Notch signaling (21), the question arises whether hepatocyte CEBPA deficiency induced *Spp1* expression was via the Notch signaling pathway. Analyses of Notch signaling in primary mouse hepatocytes isolated from 10-week-old chow-fed mice and in the livers from 2-week HFCFD-fed mice and 10-week-old chow-fed mice showed that *Spp1* mRNA was induced after hepatocyte CEBPA knockout in the absence of any changes in Notch signaling, indicating that regulation of *Spp1* by CEBPA was not due to the Notch signaling pathway (Supplemental Figure 6, A–C). 

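In the 2-week HFCFD-fed livers, Notch signaling was read from a list of 16 receptors, ligands, effectors and target genes, since the text does not name the genes used. Of these, 9 were tested, with a median log2 fold change of -0.01 and a range of -0.29 to 0.33 between *Cebpa* ΔHep and *Cebpa* fl/fl mice. The fry adjusted p of the list was 0.795. None of the 9 had an adjusted p under 0.05, over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05. *Hes1* was 2.34 ± 0.881 CPM (SD, n = 5 mice) in *Cebpa* fl/fl livers and 2.36 ± 0.76 CPM (SD, n = 5) in *Cebpa* ΔHep livers, a log2 fold change of 0.005 that turned to -0.004 with upper quartile normalization and to -0.14 with all libraries drawn down to equal depth. The direction of the list's median was not fixed: it was 0.064 with the replicate number as a block, which left only 4 mice of each genotype, and between -0.20 and 0.047 with each mouse left out in turn. The other 7 genes of the list had too few counts to be tested with all 10 mice at this depth. From the induction of *Spp1* without changes in Notch signaling in these livers and in the chow-fed mice and hepatocytes, the paper concludes that CEBPA did not regulate *Spp1* through Notch.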

Next, experiments were performed to examine the mechanism by which hepatocyte CEBPA directly modulates *Spp1* expression in a cell-autonomous manner. *Spp1* mRNA was about 40 times higher in primary hepatocytes from *Cebpa*^ΔHep^ mice (Figure 5A), while OPN protein was significantly increased, but to a lesser extent (Figure 5, B and C), possibly due to the secretory property of OPN. Indeed, the primary hepatocytes from *Cebpa*^ΔHep^ mice secreted over 40 ng/mL of OPN to the supernatant after 24 hour culturing in vitro, which was much more than that found in *Cebpa*^fl/fl^ mice (Figure 5D). In contrast, CEBPA overexpression markedly decreased *Spp1* mRNA levels (Figure 5E) and OPN protein (Figure 5, F and G) in primary hepatocytes and reduced the supernatant OPN levels (Figure 5H).

Three putative sites, predicted to be CEBP regulatory elements (CEBPRE), were located within 3 kb upstream of the *Spp1* transcription start site, with CEBPRE1 (TGTCGCAATGGG), CEBPRE2 (TTTTACAACGTT) and CEBPRE3 (TTTTGCAATGCT) showing 91%, 92%, and 95% homology with a typical CEBPRE consensus sequence, as described previously (23) (Figure 5I). Luciferase activity of the *Spp1* luciferase reporter (*Spp1*-luc) (–3000/+26) construct was substantially inhibited by Ad-CEBPA, while the inhibitory effect of Ad-CEBPA on the *Spp1*-luc (–3000/+26) activity was significantly rescued by site mutation on CEBPRE1, but not by site mutation on either CEBPRE2 or CEBPRE3 (Figure 5J). Reporter assays of the *Spp1*-luc (–1704/+26) revealed that deleting the CEBPRE1-containing promoter region significantly rescued the inhibitory effect of Ad-CEBPA on *Spp1*-luc activity, while luciferase activity of the –1036/+26 mutant with deleted CEBPRE1 and CEBPRE2 sites failed to be further enhanced compared with the –1704/+26 mutant (Figure 5J). Analyses of the CEBPA ChIP-Seq database (GSE65167) and H3K27ac ChIP-Seq database (GSE60430) showed that both CEBPA and H3K27ac had binding peaks at the position of CEBPRE1 located upstream of the *Spp1* promoter (Supplemental Figure 6D). ChIP assays revealed an enhanced enrichment of CEBPA on CEBPRE1 by Ad-CEBPA (Figure 5K), with markedly more enrichment of H3K4Me3 than IgG on RLP30 but not on HOXD10, which served as a positive and negative controls for the ChIP assay, respectively (Figure 5L). Further, the enrichment of H3K27ac, an active enhancer of epigenetic modification, on the CEBPRE1 element of the *Spp1* promoter, was markedly reduced by Ad-CEBPA (Figure 5M). Trichostatin A, an histone deacetylase inhibitor that increases H3K27ac (24), significantly induced *Spp1* mRNA levels in hepatocytes isolated from WT *Cebpa*^fl/fl^ mice and restored the Ad-CEBPA-downregulated *Spp1* mRNA (Supplemental Figure 6E), while trichostatin A failed to further enhance *Spp1* mRNA levels in hepatocytes isolated from *Cebpa*^ΔHep^ mice (Supplemental Figure 6F). Thus, CEBPA overexpression repressed *Spp1* transactivation by binding to the CEBPRE1, which was at least partially through blocking the transcriptional enhancer H3K27ac binding to the *Spp1* promoter.

### Hepatocyte CEBPA-SPP1 axis contributes to HSC activation and liver fibrosis in MASH.

To determine whether increased hepatocyte *Spp1* mRNA and OPN secretion induced by hepatocyte-specific CEBPA knockout contributes to enhanced HSC activation, hepatocytes from *Cebpa*^ΔHep^ or *Cebpa*^fl/fl^ mice were transfected with control or *Spp1* shRNA in the presence of palmitic acid. The *Spp1* shRNA markedly decreased OPN in the hepatocyte culture medium (Supplemental Figure 7A). The expression of fibrogenic gene mRNAs in primary mouse HSCs was increased by the culture medium from *Cebpa*^ΔHep^ hepatocytes compared to that from *Cebpa*^fl/fl^ hepatocytes, while this phenotype was rescued by *Spp1* shRNA or OPN-neutralizing antibody (Figure 6A).

Next, scAAV8-U6-sh*Spp1* was generated to knockdown hepatocyte *Spp1* in vivo. In C57BL/6N mice, scAAV8-U6-sh*Spp1* markedly decreased *Spp1* mRNA in primary hepatocytes, but not in nonparenchymal cells (Supplemental Figure 7B). In 16-week HFCFD-fed *Cebpa*^ΔHep^ mice, scAAV8-U6-sh*Spp1* did not affect the body weights, liver weights, and biochemical parameters (Supplemental Figure 7C), but significantly reduced hepatic *Spp1* mRNA, serum OPN, hepatocyte CEBPA knockout-potentiated liver fibrogenic gene expression and collagen deposition (Figure 6, B–F). Similarly, 24-week HFCFD-fed *Cebpa*^ΔHep,ERT2^ mice treated with tamoxifen for the last 12 weeks, developed enhanced liver fibrosis while scAAV8-U6-sh*Spp1* rescued the hepatocyte CEBPA deficiency-enhanced liver fibrosis (Figure 6, G–K) without changing other biochemical parameters (Supplemental Figure 7D). Further, in the presence of scAAV8-U6-sh*Spp1*, hepatocyte CEBPA deficiency failed to significantly enhance the HFCFD-induced liver fibrosis (Figure 6, E and J). All these data indicate that induction of *Spp1* gene expression by hepatocyte CEBPA deficiency predominantly contributes to the enhanced MASH-associated liver fibrosis.

To explore whether the induction of *Spp1* gene expression and OPN release were caused by signaling in macrophages, macrophages were depleted using clodronate for 2 weeks, revealing that hepatocyte CEBPA deficiency still sharply induced liver *Spp1* mRNA expression and OPN release; *Adgre1* mRNA, encoding a macrophage marker, was almost completely lost in clodronate-treated mice, indicating the efficient depletion of macrophages in the livers (Supplemental Figure 7E). Further, when macrophages were depleted by 4-week clodronate dosing, the effect of scAAV8-U6-sh*Spp1* in rescuing hepatocyte CEBPA deficiency–enhanced liver fibrosis was found comparable to that in control vehicle-dosed mice (Supplemental Figure 7F). In line with this result, single-cell RNA-Seq (scRNA-Seq) analyses of 2-week HFCFD-fed mice showed that *Spp1* was mostly induced in hepatocytes (Supplemental Figure 8, A–F), which was further confirmed by quantitative PCR (qPCR) analyses of mRNAs in primary hepatocytes and enriched nonparenchymal cells isolated from 2-week HFCFD-fed mice (Supplemental Figure 8, G and H), while immunofluorescence staining consistently demonstrated that OPN was mainly induced in hepatocytes, but not in macrophages, in the livers of 2-week HFCFD-fed *Cebpa*^ΔHep^ mice (Supplemental Figure 8, I and J). These data support the view that macrophages do not significantly contribute to the CEBPA-OPN modulation on MASH fibrosis.

### Hepatocyte CEBPA/SPP1 axis modulates CCl_4_-induced liver fibrosis.

The role of CEBPA and SPP1 in carbon tetrachloride-induced (CCl_4_-induced) fibrosis in the absence of MASH was next tested. After CCl_4_ dosing for 4 weeks and 8 weeks, *Cebpa*^ΔHep^ mice had higher hepatic *Spp1* mRNA, serum OPN, liver fibrosis, and hepatic CD45 staining (Figure 7, A–C). The 4-week CCl_4_-treated *Cebpa*^ΔHep^ mice showed lower serum TC and liver TC and TG, without changes in other biochemical parameters (Supplemental Figure 9A). Similarly, after CCl_4_ dosing for 8 weeks, *Cebpa*^ΔHep^ mice showed lower liver TG, NEFA, serum ALT, and TC without significant changes in other biochemical parameters (Supplemental Figure 9B). Further, scAAV8-U6-sh*Spp1* reduced liver *Spp1* mRNA, decreased serum OPN, and rescued the enhanced liver fibrosis and inflammation in *Cebpa*^ΔHep^ mice (Figure 7, D and E), while not significantly changing other biochemical parameters (Supplemental Figure 9C). Thus, hepatocyte CEBPA restricted CCl_4_-induced hepatic fibrosis through reducing *Spp1* expression.

### AAV-based gene therapy targeting hepatocyte CEBPA ameliorates MASH and fibrosis.

The effect of hepatocyte-specific CEBPA overexpression in the treatment of MASH-associated fibrosis was next examined. By taking advantage of liver tropism of AAV8 and the hepatocyte-specific thyroxine-binding protein globulin (*Tbg*) promoter, AAV8-TBG-*Cebpa* was generated to express CEBPA specifically in hepatocytes. In the preventive treatment scheme, AAV8-TBG-*Cebpa* increased hepatic CEBPA expression and reduced mRNAs involved in fibrosis and inflammation, hepatic *Spp1* mRNA, serum OPN, collagen deposition, hepatic TC, TG, NEFA, and serum ALT, with no changes in serum TC, TG and NEFA (Figure 8, A–E and Supplemental Figure 10, A–D). In the therapeutic treatment scheme, 25-week HFCFD-fed C57BL/6N mice were treated with AAV8-TBG-*Cebpa* for the last 12 weeks. AAV8-TBG-*Cebpa* increased hepatic *Cebpa* mRNA and CEBPA protein, while decreased hepatic *Spp1* mRNA, serum OPN, hepatic lipid accumulation, and liver fibrosis, accompanied by a reduction in liver TG, serum ALT, and NEFA without changing other parameters (Figure 8, F–J and Supplemental Figure 10, E–H). As early as 3 weeks after AAV8-TBG-*Cebpa* dosing in HFCFD-fed C57BL/6N mice, hepatic *Cebpa* mRNA was increased, while hepatic *Spp1* mRNA and serum OPN were decreased, in the absence of obvious phenotypic changes of biochemical endpoints and liver fibrosis (Supplemental Figure 10, I–P), supporting the view that CEBPA overexpression–mediated *Spp1* downregulation could be an early causal factor for decreasing liver fibrosis.

## Discussion

In this study, CEBPA was found to restrict both MASH and chemically induced fibrosis by using 2 hepatocyte-specific CEBPA-deficient mouse lines and AAV8-TBG-*Cebpa*. Mechanistically, hepatocyte CEBPA bound to CEBPRE1 may competitively reduce the H3K27ac engagement at the *Spp1* promoter. This reduced engagement repressed *Spp1* to decrease hepatocyte-derived OPN synthesis and release into the hepatic microenvironment and HSC activation.

OPN hyperactivation could promote HSC activation and liver fibrogenesis (22). In earlier studies, serum OPN levels were associated with liver fibrosis in patients with MASH and correlated with liver stiffness in patients with cirrhosis, while OPN-neutralizing antibody reduced MASH in mice, suggesting that serum OPN levels serve as noninvasive biomarkers for liver fibrosis progression (25–27). Herein, by using biopsies from human livers, a strong positive correlation of hepatic *SPP1* mRNA with liver fibrosis markers was further found. Macrophages are a source of OPN production (22). However, the MASH-increased liver *Spp1* mRNA is mainly derived from the marked *Spp1* induction in hepatocytes and not Kupffer cells. Another earlier study demonstrated that hepatocyte-derived OPN induction promoted liver fibrosis (21), which is in line with the current study that consistently supports a fibrosis-promoting role for hepatocyte-derived OPN. However, a recent study demonstrated that macrophage-derived OPN protected against MASH progression in contrast to its well-known typical fibrosis-promoting function (28). Thus, while the effects of OPN produced in macrophages and hepatocytes on MASH have been shown to be different, the current work supports the view that increasing hepatocyte CEBPA to achieve the hepatocyte-specific restriction of MASH-induced Spp1 transactivation could be a promising strategy for fibrosis treatment. Here, hepatocyte CEBPA is demonstrated to impede hepatic fibrogenesis as a direct transcriptional repressor of hepatocyte *Spp1*.

Notably, supernatant OPN levels in the primary hepatocyte culture medium are high and could be markedly increased by hepatocyte CEBPA knockout, revealing that hepatocytes substantially contribute to OPN secretion and that CEBPA is a strong negative modulator of hepatocyte OPN release. The contribution of hepatocyte CEBPA to regulating the circulating OPN levels is further supported by increased serum OPN in hepatocyte-specific CEBPA-deficient mice under both basic and hepatic insult-challenging conditions. The causal contribution of hepatocyte CEBPA deficiency–induced *Spp1* transactivation and OPN release to the phenotype is supported by the rescue experiments using *Spp1* shRNA or OPN antibody in vitro as well as using AAV8-U6-sh*Spp1* in vivo, despite the fact that other factors that may contribute could not be totally excluded. However, decreasing *Spp1* mRNA levels by AAV8-U6-sh*Spp1* fails to lower hepatocyte CEBPA knockout-potentiated fatty liver, liver inflammation, and serum ALT during MASH, suggesting that it is less likely that hepatocyte-derived OPN promotes liver fibrosis dependent on its modulation of hepatic steatosis, inflammation, and hepatocyte death during MASH. However, it is still possible that hepatocyte CEBPA deficiency increases hepatocellular cell death during the early stages of MASH, which may contribute to the enhanced liver fibrosis phenotype. Hepatocyte CEBPA loss increases the infiltration of proinflammatory CD45^+^ cells in the presence of HFCFD challenge or CCl_4_ stimuli, but how the crosstalk between hepatocyte CEBPA and immune cells mediates the phenotype, either dependent or independent of OPN, still requires further investigation. AAV8-U6-sh*Spp1* reduces some proinflammatory markers when rescuing CCl_4_-induced liver fibrosis, which represents a more proinflammatory condition than MASH, indicating potential pleiotropic effects of OPN among different experimental contexts.

In the present study, HES1 was identified as a transcription repressor of CEBPA. In line with the CEBPA/OPN axis modulation on liver fibrosis, hepatocyte HES1 induction–enhanced liver fibrosis similarly induces hepatocyte-derived OPN release (21). However, hepatocyte HES1 induction increases *Spp1* expression at least partially via inducing *Sox9* expression (21). In contrast, hepatocyte CEBPA loss is found not to change *Sox9* expression in the present study, suggesting that HES1 and CEBPA work on different signaling pathways to regulate *Spp1* expression. 

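*Sox9* (ENSMUSG00000000567.5) lies on chromosome 11 of GRCm38 from 112782224 to 112787760 on the plus strand. In HFCFD2W its mRNA was 1.13 ± 0.35 CPM (SD, n = 5 mice) in *Cebpa* fl/fl livers and 1.33 ± 0.49 CPM (SD, n = 5) in *Cebpa* ΔHep livers, a log2 fold change of 0.23 (standard error 0.31, adjusted p = 0.666 from edgeR). An exact two-sided permutation test gave p = 0.524. With each mouse left out in turn the log2 fold change ran from 0.048, without *Cebpa* ΔHep replicate 5, to 0.356, without *Cebpa* fl/fl replicate 3. At a largest count of 15 per *Cebpa* fl/fl library and a standard error of 0.31, these values do not rule out a change. The smallest change that could be detected was not computed. In HFCFD8W+T10D it was 1.93 ± 1.09 CPM (SD, n = 5) in *Cebpa* fl/fl livers and 3.94 ± 0.942 CPM (SD, n = 5) in *Cebpa* ΔHep,ERT2 livers, a log2 fold change of 1.00 (standard error 0.31, adjusted p = 0.0451 from edgeR; exact permutation p = 0.0317). In 8 of the 10 fits that each left out 1 mouse, that adjusted p exceeded 0.05, with a highest value of 0.109 without *Cebpa* ΔHep,ERT2 replicate 3. Over the alternatives it ran from 0.00985 to 0.0719. In HFCFD12W+T10W it was 1.10 ± 0.392 CPM (SD, n = 5) in *Cebpa* fl/fl livers and 9.87 ± 2.29 CPM (SD, n = 5) in *Cebpa* ΔHep,ERT2 livers, a log2 fold change of 3.16 (standard error 0.26, adjusted p = 1.2e-06 from edgeR; exact permutation p = 0.00794). There the log2 fold change lay between 2.97 and 3.31 with each mouse left out in turn, and the alternative that moved it most was limma on the authors' CPM values, to 2.25. The change in HFCFD12W+T10W exceeded that in HFCFD2W by 2.89 (adjusted p = 4.4e-05 from edgeR's interaction test) and that in HFCFD8W+T10D by 2.14 (adjusted p = 0.00185).

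**Figure D4:**
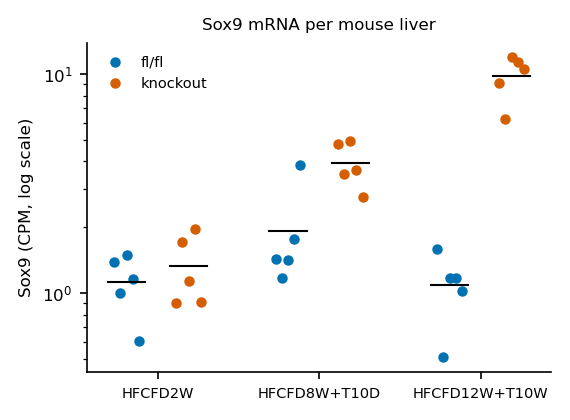
*Sox9* mRNA of each mouse in CPM on a log scale, by experiment and genotype, with 1 point per mouse and a line at the mean of 5 mice. The 5 *Cebpa* ΔHep,ERT2 mice of HFCFD12W+T10W lie between 6.24 and 11.9 CPM, above all *Cebpa* fl/fl mice, which lie between 0.51 and 3.85 CPM over the 3 experiments.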

Investigation is still warranted regarding whether and how HES1 modulation of *Spp1* expression in vivo depends on its modulation of CEBPA expression in hepatocytes. It should be noted that ATF3 upregulation is found to repress *Cebpa* mRNA expression in primary hepatocytes in the present study, which is consistent with the earlier work demonstrating the repression of CEBPA transactivation by ATF3 in adipocytes (20). However, as to whether ATF3 could be a therapeutic target upstream of the CEBPA-fibrosis axis, 2 earlier publications demonstrated that ATF3 induction actually protected against MASH progression (29, 30). This protection is not consistent with the fibrosis-promoting effect due to CEBPA repression by ATF3 induction, suggesting that ATF3 induction during MASH as an adaptive response could only partially serve to repress CEBPA expression, but that it is not a causal factor to MASH progression. The factors that cause hepatocyte CEBPA downregulation during MASH progression could be more complicated, and the present study could not rule out other factors that may contribute to CEBPA downregulation during MASH.

The pathophysiological role of CEBPA in the liver may be complicated and pleiotropic. Hepatic CEBPA was suggested to promote hepatic lipogenesis (18, 19), while hepatocyte CEBPA knockout potentiated fatty liver in some currently examined experimental MASH conditions, raising new concerns regarding the lipid-lowering role of hepatocyte CEBPA. Hepatic CEBPA knockout may increase hepatic lipids by upregulating lipogenesis genes, such as *Smpdl3b,* or inhibiting fatty acid β-oxidation, while, in contrast, hepatic lipids may be reduced due to the deteriorated liver function caused by hepatocyte CEBPA loss in the progressive stage of fibrosis (31). CEBPA also controls self-renewal of fetal liver and adult hematopoietic cells and restricts hepatic proliferation (32, 33). Thus, various factors modulated by hepatic CEBPA may work together to determine their net effects on liver weight and hepatic lipid accumulation. However, given that hepatocyte CEBPA knockout, which enhances liver fibrosis, is not always accompanied by exacerbated fatty liver during MASH and that it even enhances CCl_4_-induced liver fibrosis — accompanied by decreased hepatic lipids — it is less likely that hepatocyte CEBPA knockout promotes liver fibrosis depending on its effect on increasing hepatic lipids. Additionally, CEBPA positively modulates hepatic glycogen storage (15, 16), while lower hepatic glycogen storage was consistently found in HFCFD-fed *Cebpa*^ΔHep^ mice in the present study. While progressive abnormal glycogen accumulation is thought to promote liver fibrosis and cirrhosis in glycogen storage disease type III (34, 35), how hepatic normal glycogen levels modulate liver fibrosis remains unclear. The causal relationship among hepatic glycogen storage, liver fibrosis progression, and SPP1 modulation requires further investigation.

In summary, the current findings reveal a key role of hepatocyte CEBPA in restricting the liver fibrosis progression and support the application of AAV-based therapies for the treatment of MASH-associated liver fibrosis. Studies regarding the cell-specific roles of CEBPA in hepatocytes or other cells in liver diseases represent a promising research field to guide the discovery of CEBPA modulation–based gene therapy.

## Methods

### Sex as a biological variable.

In the present study, only male mice were used because MASLD/MASH is a sex-dimorphic disease with a general higher prevalence in men, and estrogen is a key factor in MASLD progression (36–38). Whether the present findings could be applied to female mice still requires further studies. In the immunofluorescence experiments using human liver samples, details of gender information on fibrosis stage are listed (Supplemental Table 2). Statistical analyses was performed by considering sex not as a variable in determining the effect of MASLD/MASH on the expression of CEBPA but there was insufficient statistical power to analyze sex-stratified effects. The human liver samples used for bioinformatic analyses, qPCR, and Western blot were from deidentified human patients and gender information was not available.

### Patient samples.

Deidentified normal (*n* = 13) and MASH human liver (*n* = 28) samples were obtained through the Liver Tissue Cell Distribution System (Minneapolis, Minnesota, USA) and subjected to qPCR and Western blot analyses. For immunofluorescence staining of CEBPA, normal (*n* = 3) livers were obtained from healthy liver donors during liver transplantation, while MASLD liver sections for F0 (*n* = 9), F1 (*n* = 9), F2 (*n* = 7), F3 (*n* = 6), and F4 (*n* = 7) stage from patients with MASLD who underwent liver biopsy to assess liver histopathology after being diagnosed with fatty liver via B-mode ultrasonography. Liver histopathology was assessed by 2 independent pathologists based on MASH Clinical Research Network scoring system as described previously (39). Detailed information of human patients was provided in Supplemental Table 2.

### Mouse studies.

*Cebpa*^fl/fl^, albumin-cre, and albumin-ERT2-cre mice were as described, respectively (40–43). Hepatocyte-specific CEBPA-deficient mice (*Cebpa*^ΔHep^ or *Cebpa*^ΔHep,ERT2^) were generated by breeding *Cebpa*^fl/fl^ mice with Albumin-cre or Albumin-ERT2-cre and backcrossed with C57BL/6N mice for 9 generations. High-fat, high-cholesterol, high-fructose, diet (HFCFD, D09100310, Research Diets) was used to induce MASH-associated fibrosis, while carbon tetrachloride (CCl_4_) was used to chemically induce non-MASH-associated fibrosis. All mice were maintained in the animal facility of National Cancer Institute under specific pathogen-free conditions. For further details regarding the materials and methods, please refer to the supplemental data.

### Statistics.

Sample sizes are presented in the figure legends. No statistical tool was used to predetermine sample sizes; rather, the availability of study materials and estimates of variances based on previous experience determined the number of biological replicates that were used. Statistical analysis was performed using GraphPad Prism (GraphPad Software). Experimental values represent mean ± SEM. Statistical significance between 2 groups was determined using 2-tailed student’s *t* test. 1-way analysis of variance (ANOVA) with Dunnett’s multiple-comparisons, 2-way ANOVA with Šidák’s or Tukey’s multiple-comparisons test, or 3-way ANOVA with Šidák’s multiple-comparisons test were applied for comparisons among multiple groups as indicated in each figure legend. Correlation analyses were assessed by nonparametric Pearson’s test. *P* values were calculated with confidence intervals of 95%. A *P* value less than 0.05 was considered statistically significant.

### Study approval.

All animal handling procedures were conducted in accordance with NIH guidelines and approved by the National Cancer Institute Animal Care and Use Committee with animal protocol number LM096. The protocol for obtaining human liver samples for immunofluorescence was approved by the Ethical Committee of Beijing YouAn Hospital with protocol number LL-2020-091-K. All patients and healthy liver donors provided written informed consent. Human liver samples that were obtained from the Liver and Tissue Cell Distribution System were funded by NIH Contract #HHSN276201200017C.

### Data availability.

The RNA-Seq data in this study were deposited in NCBI’s Gene expression Omnibus and are accessible through GEO Series accession number GSE212646 for the data from mouse livers, while through GSE214615 for the data from primary mouse hepatocytes and GSE248340 for scRNA-Seq data. Values for all data points found in graphs can be found in the Supporting Data Values file.

## Author contributions

TY conceived and designed the study and wrote the manuscript. TY, NY, YX, VS, KH, HY, and HBD performed experiments and data analyses. DA provided expert advice on luciferase reporter design and helped with ChIP-seq bioinformatic analyses. ST, YS, and KWK helped prepare study materials. VS and TJV performed bioinformatic analyses. SK and JH conducted study supervision. YR provided human liver samples for qPCR and Western blot. GL, HL and AQ obtained human liver biopsies for immunofluorescence staining. XZ performed immunofluorescence staining on human livers. FJG, HH, and AQ supervised the study and revised the manuscript.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
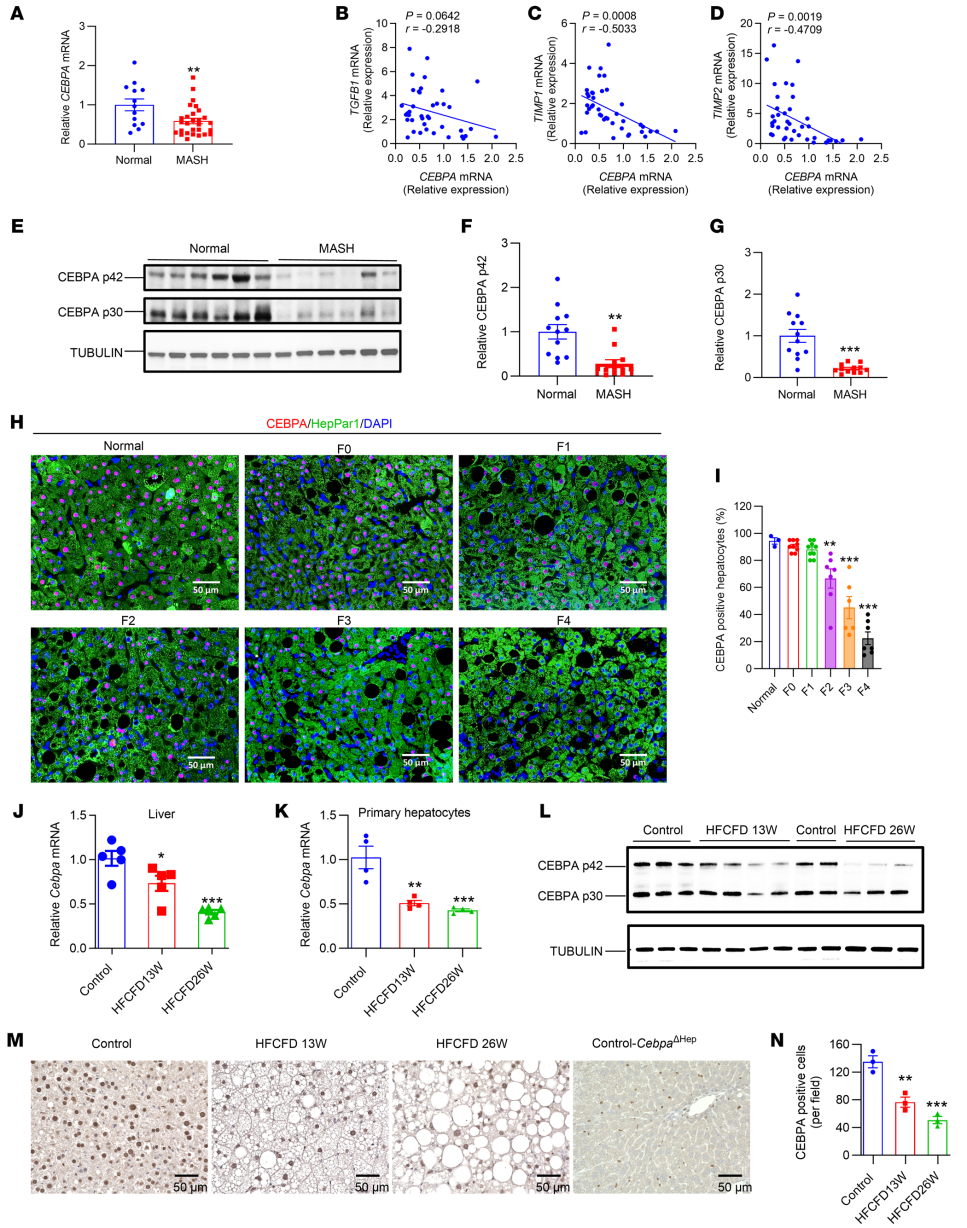
Hepatic CEBPA expression is decreased by MASH and tracks with human liver fibrosis. (**A**) *CEBPA* mRNA in human livers. *n* = 13 for normal group, and *n* = 28 for MASH group. (**B**–**D**) Correlation of *CEBPA* mRNA with fibrosis gene mRNAs in human livers by nonparametric Pearson’s test. (**E**–**G**) Representative Western blot of CEBPA p42 and p30 protein in human livers (**E**) and quantitation (**F**–**G**, *n* = 12). (**H** and **I**) Representative images of CEBPA (red), hepatocyte marker HepPar1 (green), and DAPI (blue) immunofluorescence in liver biopsies from patients with histologically normal livers, F0-4 MASLD livers and quantitation of the percentage of CEBPA positive cells among HepPar1 positive cells (pink indicates red nuclear CEBPA merged with blue DAPI; *n* = 3 for control normal livers, *n* = 9 for F0, *n* = 9 for F1, *n* = 7 for F2, *n* = 6 for F3 and *n* = 7 for F4 MASLD livers). (**J**–**N**) *Cebpa* mRNA in liver (**J**, *n* = 5) and primary hepatocytes (**K**, *n* = 4), representative liver CEBPA p42 and p30 protein (**L**), representative CEBPA IHC staining (**M**) and quantitation (**N**, *n* = 3) of C57BL/6N mice fed HFCFD for 13 or 26 weeks. Data represent mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001 by 2-tailed unpaired student’s *t* test for **A**, **F**, and **G**, while 1-way ANOVA followed by Dunnett’s multiple-comparisons test for **I**–**K** and **N**, compared with control group. Scale bar: 50 μm.

**Figure 2:**
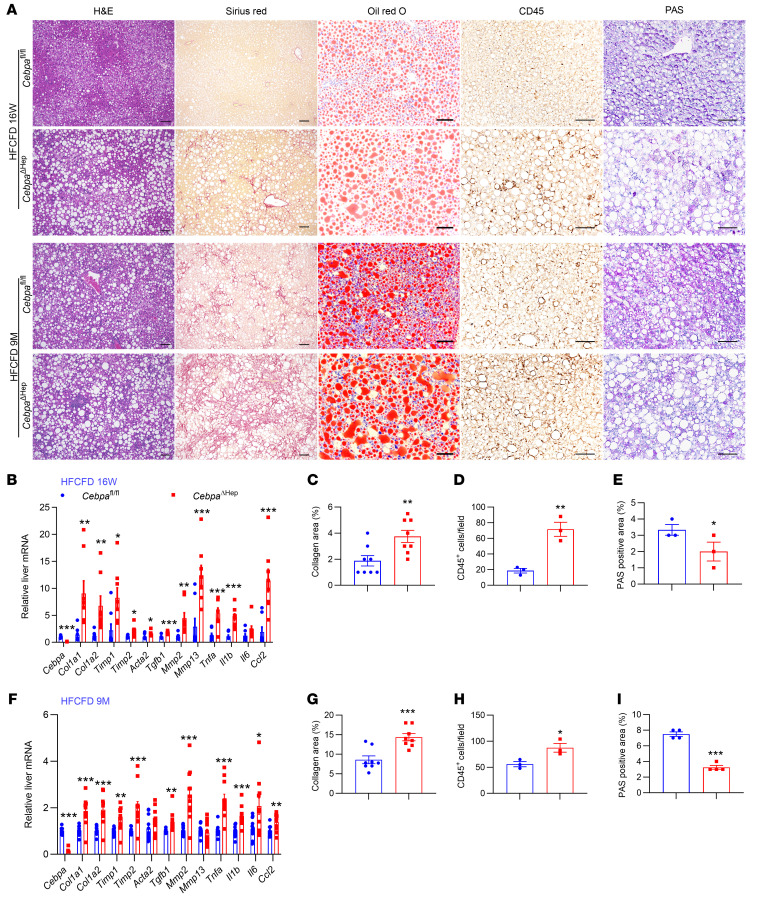
Constitutive hepatocyte CEBPA loss enhances MASH-associated liver fibrosis. (**A**) Representative histological staining. (**B**–**E**) Liver mRNAs in fibrosis and inflammation for mice fed a HFCFD for 16 weeks (**B**, *n* = 8), and the quantitation of liver Sirius red staining (**C**, *n* = 8), CD45 staining (**D**, *n* = 3) and PAS staining (**E**, *n* = 3) for mice. (**F**–**I**) Liver mRNAs in fibrosis and inflammation for mice fed a HFCFD for 9 months (**F**, *n* = 12 for *Cebpa*^fl/fl^ mice and *n* = 11 for *Cebpa*^ΔHep^ mice) and the quantitation of liver Sirius red staining (**G**, *n* = 8), CD45 staining (**H**, *n* = 3) and PAS staining (**I**, *n* = 4). Data represent mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001 by 2-tailed unpaired student’s *t* test. Scale bars: 50 μm for Oil red O staining; 100 μm for others.

**Figure 3:**
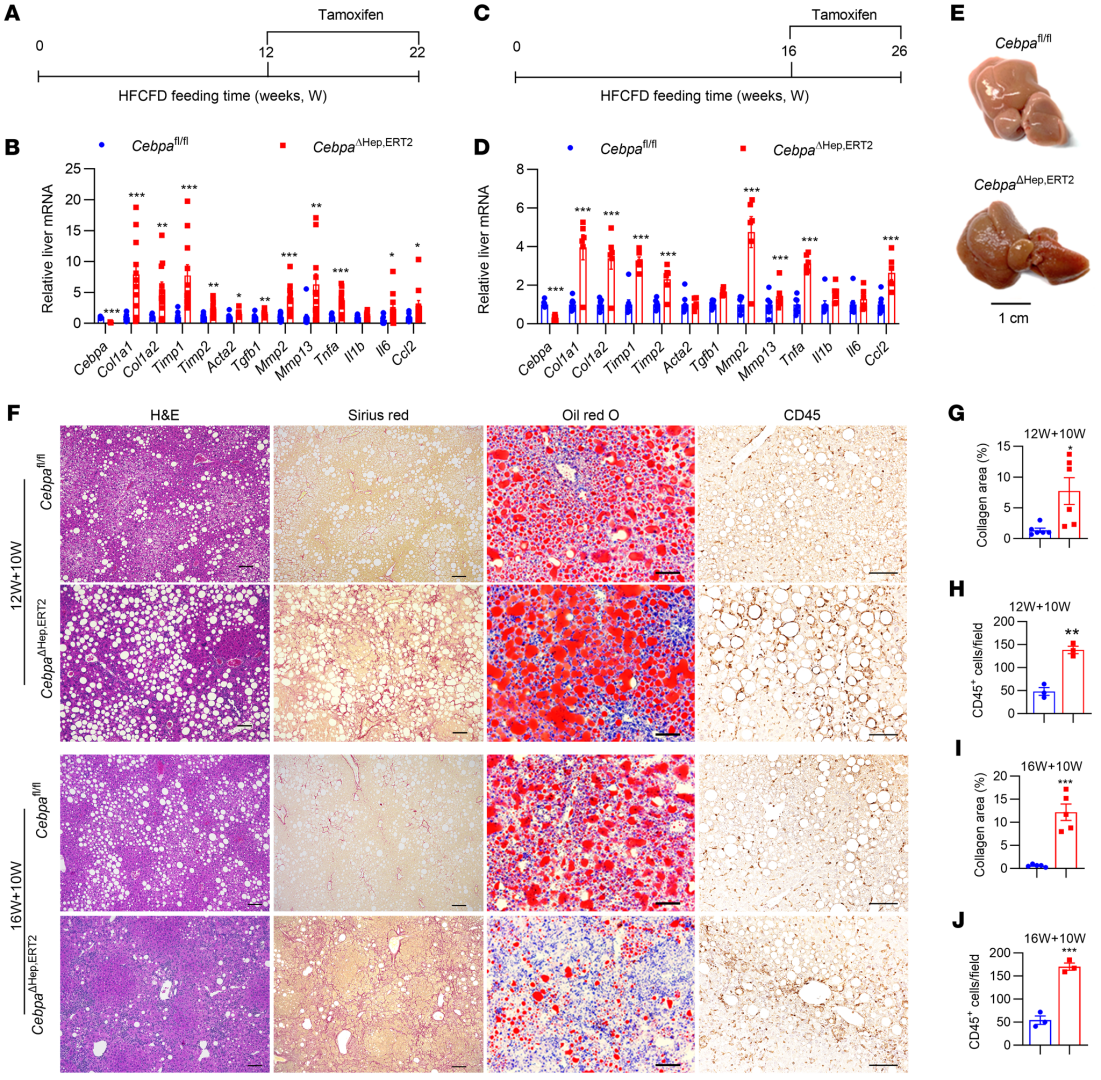
Hepatocyte CEBPA loss at the progressive stage of MASH exacerbates liver fibrosis. (**A**–**D**) Time scheme (**A** and **C**), liver mRNAs in fibrosis and inflammation of livers from 22-week HFCFD-fed mice dosed with tamoxifen for the last 10 weeks (12W+10W; **B**, *n* = 12 for *Cebpa*^fl/fl^ mice and *n* = 11 for *Cebpa*^ΔHep^ mice) or 26-week HFCFD-fed mice dosed with tamoxifen for the last 10 weeks (16W+10W; **D**, *n* = 8 for *Cebpa*^fl/fl^ mice and *n* = 6 for *Cebpa*^ΔHep,ERT2^ mice). (**E**) Liver pictures for mice treated as schemed in **C**. (**F**) Representative histological staining, quantitation of liver Sirius red staining (**G**, *n* = 6 for 12W+10W and **I**, *n* = 5 for 16W+10W) and CD45 staining (**H** and **J**, *n* = 3). Data represent mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, by 2-tailed unpaired student’s *t* test. Scale bar: 50 μm for Oil red O staining; 100 μm for others.

**Figure 4:**
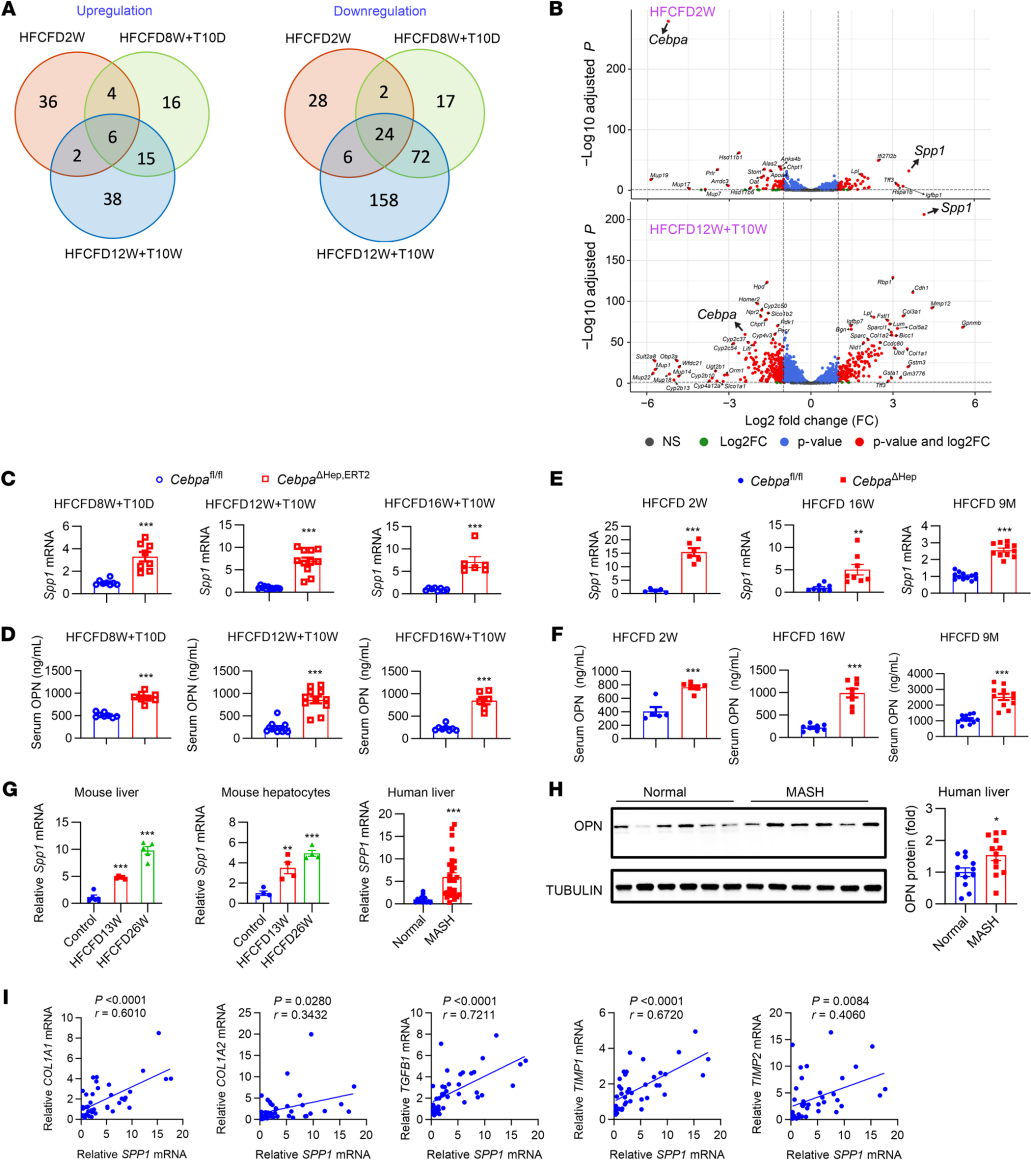
Hepatocyte CEBPA represses *Spp1* expression and OPN release in mice. (**A**) Venn diagram showing genes upregulated (left) or downregulated (right) by hepatocyte CEBPA knockout. (**B**) Volcano plots for RNA-Seq analyses of livers (HFCFD2W and HFCFD12W+T10W). Log_2_FC, FC > 2. *P*, *P*_adj_ < 0.05. *P* and log_2_FC, *P*_adj_ < 0.05 and FC > 2. (**C**–**F**) liver *Spp1* mRNA and Serum OPN in *Cebpa*^ΔHep,ERT2^ mice fed a HFCFD and dosed with tamoxifen as indicated (**C** and **D**, *n* = 6–12) and *Cebpa*^ΔHep^ mice fed a HFCFD for 2 weeks (*n* = 5 or 6), 16 weeks (*n* = 8), and 9 months (*n* = 11 or 12). T10D or T10W, tamoxifen for the last 10 days or 10 weeks. (**G**) *Spp1* mRNA in the livers (*n* = 5), primary hepatocytes (*n* = 4) from C57BL/6N mice fed a 13-week HFCFD or 26-week HFCFD with statistics calculated by 1-way ANOVA with Dunnett’s multiple-comparisons test and human livers (*n* = 13 or 28). (**H**) Representative OPN protein in human livers and quantitation (*n* = 12). (**I**) Correlation analyses of fibrosis gene mRNAs with *SPP1* mRNA in human livers by nonparametric Pearson’s test. Data represent mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001 by 2-tailed unpaired student’s *t* test unless otherwise stated.

**Figure 5:**
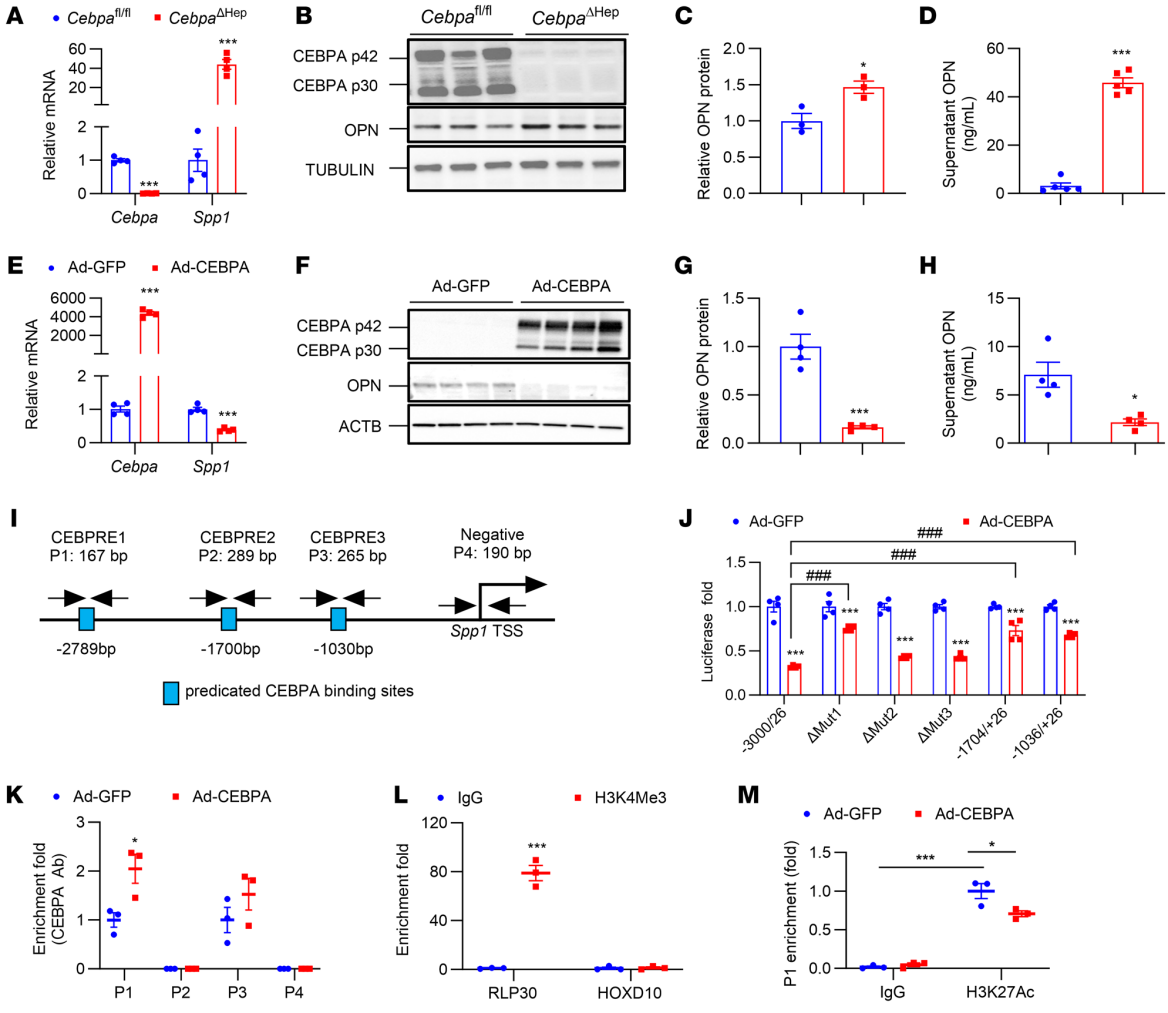
CEBPA represses *Spp1* expression and OPN release in primary hepatocytes in vitro. (**A**–**D**) *Cebpa* and *Spp1* mRNAs (**A**, *n* = 4), OPN protein (**B** and **C**, *n* = 3), and supernatant OPN (**D**, *n* = 5) of primary hepatocytes from chow-fed mice. (**E**–**H**) *Cebpa* and *Spp1* mRNAs (**E**, *n* = 4), OPN protein (**F**–**G**, *n* = 4), and supernatant OPN (**H**, *n* = 4) in 48 hour Ad-GFP or Ad-CEBPA-treated primary WT hepatocytes. (**I** and **J**) Schematic diagram of the mouse *Spp1* promoter illustrating the CEBPREs (**I**) and luciferase reporter assays (**J**, *n* = 4). (**K** and **L**) ChIP assay, relative CEBPA enrichment on CEBPRE1-4 (P1–P4) (**K**, *n* = 3) or H3K4Me3 enrichment on RLP30/HOXD10 (**L**, *n* = 3). (**M**) ChIP assay, relative H3K27Ac enrichment on CEBPRE1, *n* = 3. Data represent mean ± SEM. *P <0.05, **P < 0.01, ***P < 0.001, and ^###^*P* < 0.001 compared with each control group or as indicated by 2-way ANOVA with Šidák’s multiple-comparisons test for **J** and **M** or by 2-tailed unpaired student’s *t* test for others.

**Figure 6:**
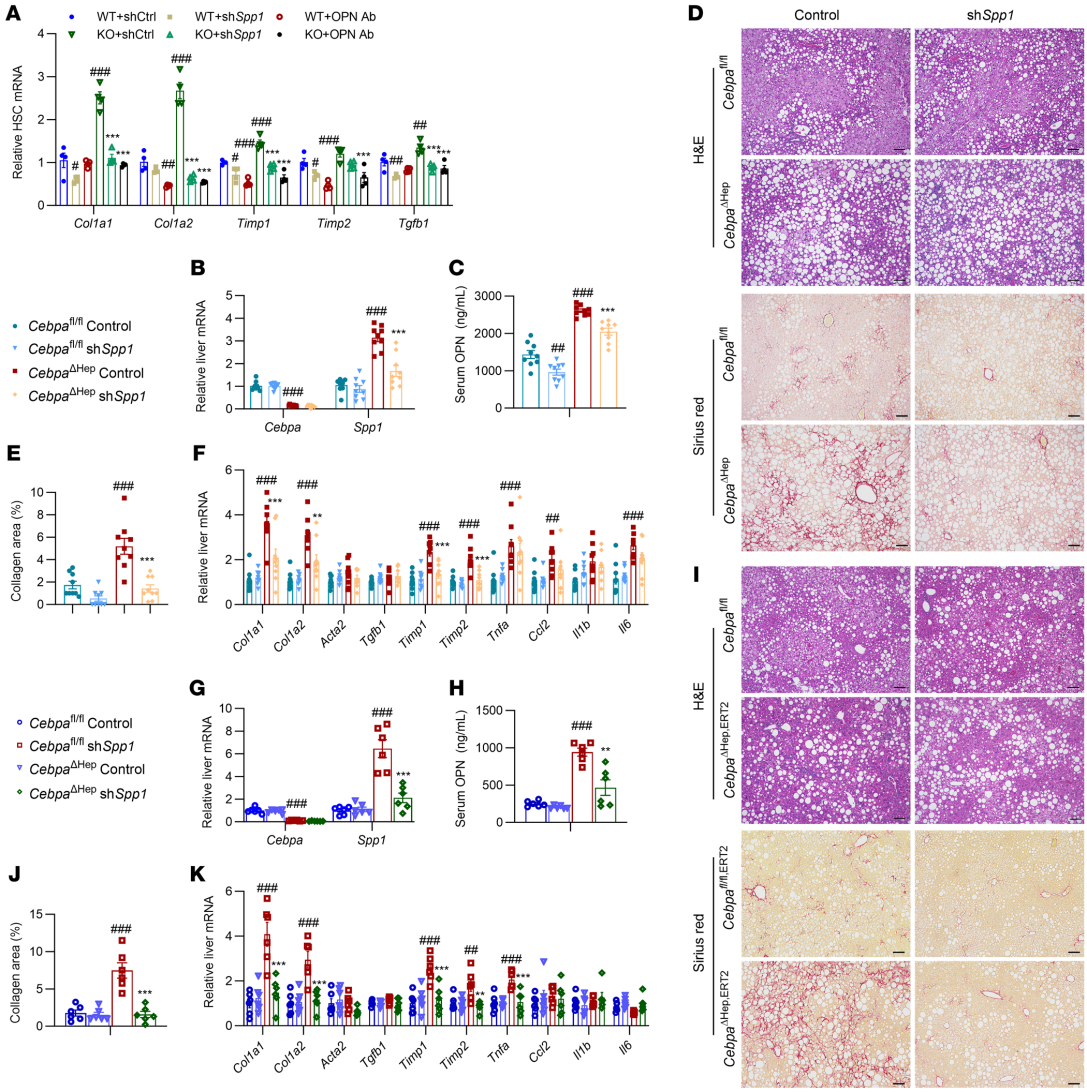
Hepatocyte CEBPA deficiency–induced *Spp1* expression and OPN release activates HSCs to promote MASH fibrosis. (**A**) Fibrosis gene mRNAs of primary HSCs treated with supernatants from hepatocytes or with mouse OPN antibody (OPN Ab), *n* = 4. shCtrl, control scrambled shRNA; sh*Spp1*, *Spp1* shRNA. ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 compared with WT+shCtrl, while *P < 0.05, **P < 0.01, ***P < 0.001 compared with KO+shCtrl. (**B**–**F**) Liver *Cebpa* and *Spp1* mRNAs (**B**, *n* = 9), serum OPN (**C**, *n* = 9), representative histological staining (**D**), quantitation of Sirius red staining (**E**, *n* = 9), and liver mRNAs in fibrosis and inflammation (**F**, *n* = 9) in 16-week HFCFD-fed *Cebpa*^ΔHep^ mice treated with AAV8-control scrambled shRNA (control) or AAV8-Spp1 shRNA (sh*Spp1*). (**G**–**K**) Liver *Cebpa* and *Spp1* mRNAs (**G**, *n* = 6), serum OPN (**H**, *n* = 6), representative histological staining (**I**), quantitation of Sirius red staining (**J**, *n* = 6) and liver mRNAs in fibrosis and inflammation (**K**, *n* = 6) in *Cebpa*^ΔHep,ERT2^ mice fed a HFCFD for 24 weeks and treated with tamoxifen for the last 12 weeks with AAV8 dosing at 1 week prior to tamoxifen dosing. Data represent mean ± SEM. *Cebpa*^fl/fl^ Control or sh*Spp1*, *Cebpa*^fl/fl^ mice treated with AAV8-control scrambled shRNA or AAV8-sh*Spp1*. *Cebpa*^ΔHep^ or *Cebpa*^ΔHep,ERT2^ Control or sh*Spp1*, *Cebpa*^ΔHep^ or *Cebpa*^ΔHep,ERT2^ mice treated with AAV8-control scrambled shRNA or AAV8-sh*Spp1*. ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 compared with *Cebpa*^fl/fl^ Control, while *P < 0.05, **P < 0.01, ***P < 0.001 compared with *Cebpa*^ΔHep^ Control or *Cebpa*^ΔHep,ERT2^ Control by 2-way ANOVA with Šidák’s multiple-comparisons test. Scale bars: 100 μm.

**Figure 7:**
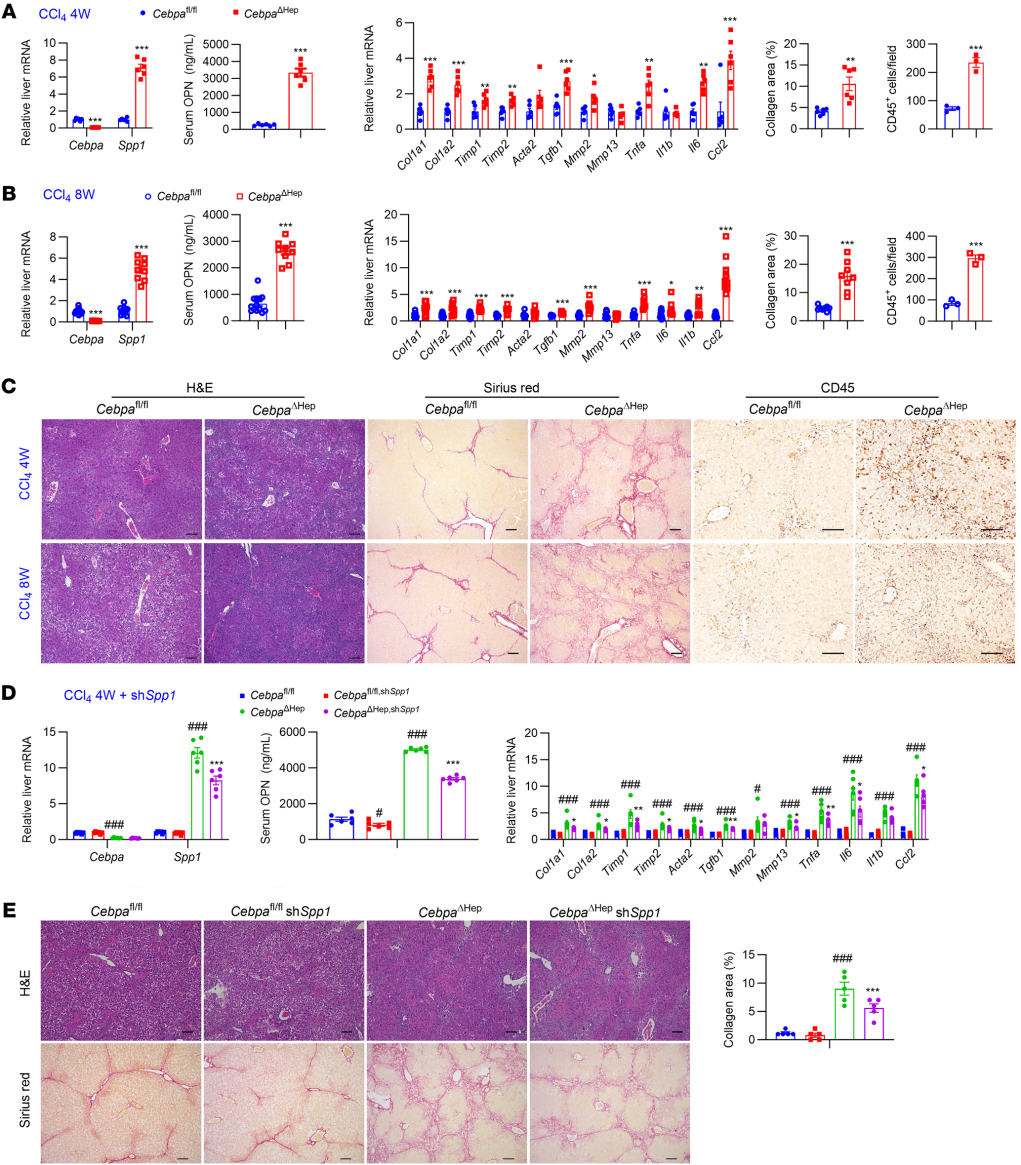
Hepatocyte-specific CEBPA knockout enhances CCl_4_-induced liver fibrosis via *Spp1* induction. (**A**) Liver *Cebpa* and *Spp1* mRNAs (*n* = 6), serum OPN (*n* = 6), liver mRNAs in fibrosis and inflammation (*n* = 6), and quantitation of Sirius red staining (*n* = 6) and CD45 staining (*n* = 3) for 4-week CCl_4_-treated mice. (**B**) Liver *Cebpa* and *Spp1* mRNAs (*n* = 9-13), serum OPN (*n* = 9-13), liver mRNAs in fibrosis and inflammation (*n* = 9-13), and quantitation of Sirius red staining (*n* = 8) and CD45 staining (*n* = 3) for 8-week CCl_4_-treated mice. (**C**) Representative histological staining for the livers from 4-week CCl_4_-treated mice and 8-week CCl_4_-treated mice. (**D**–**E**) Liver *Cebpa* and *Spp1* mRNAs, serum OPN, liver mRNAs in fibrosis and inflammation (**D**, *n* = 6), representative histological staining and quantitation of Sirius red staining (**E**, *n* = 5) in 4-week CCl_4_-treated mice dosed with AAV8-control scrambled shRNA (control) or AAV8-Spp1 shRNA (sh*Spp1*). Data represent mean ± SEM. ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 compared with *Cebpa*^fl/fl^ group, while *P < 0.05, **P < 0.01, ***P < 0.001 compared with the *Cebpa*^ΔHep^ group by 2-tailed unpaired student’s *t* test for **A**–**C** or by 2-way ANOVA with Šidák’s multiple-comparisons test for **D**–**E**. Scale bars: 100 μm.

**Figure 8:**
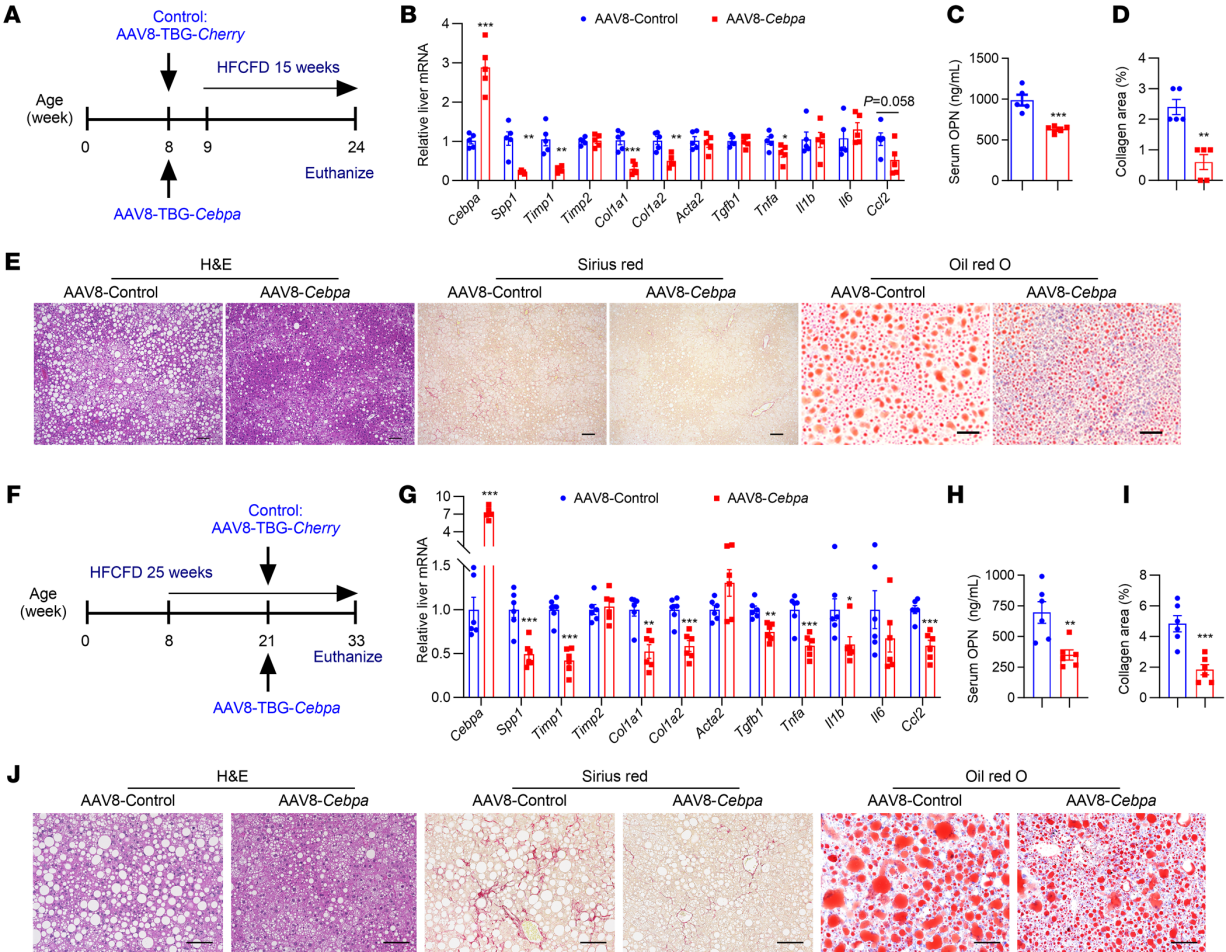
AAV8-TBG-*Cebpa* reduces liver fibrosis in HFCFD-fed mice. (**A**–**E**) Preventive dosing scheme (**A**), liver mRNAs in fibrosis and inflammation (**B**), serum OPN (**C**), quantitation of Sirius red staining (**D**) and representative histological staining (**E**), scale bar: 100 μm for H&E and Sirius red staining; 50 μm for Oil red O staining; *n* = 5. (**F**–**J**) Therapeutic dosing scheme (**F**), liver mRNAs in fibrosis and inflammation (**G**), serum OPN (**H**), quantitation of Sirius red staining (**I**), and representative histological staining (**J**). Scale bar: 100 μm; *n* = 6. Data represent mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, by 2-tailed unpaired student’s *t* test.

How the deposited data were processed for this re-analysis (not part of the article)

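Liver mRNA of male mice was sequenced in 3 experiments, each with 5 *Cebpa* fl/fl mice and 5 knockout mice and 1 stranded poly(A) library per mouse, 30 libraries in 6 groups. The knockout mice were *Cebpa* ΔHep in HFCFD2W and *Cebpa* ΔHep,ERT2 in HFCFD8W+T10D and HFCFD12W+T10W. The RNA-Seq of primary hepatocytes, the single-cell data, the human data and the chow-fed mice of the paper are not analysed here.

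The authors made the expected counts with RSEM at the gene level and deposited them without normalization, per library and as 1 table, and the 2 forms differed by 0. All 55450 versioned gene identifiers are those of GENCODE M21 (GRCm38), and 0 gene symbols differ from it. The aligner, the trimming and the version of RSEM are not stated in the paper's text. The authors also deposited a signal table of TMM-normalized counts for 15010 genes that passed a filter of theirs, in which each library's counts are divided by 1 factor. A table of FPKM values was not used. Reads that fit several genes are split by RSEM, so values of single members of multigene families are uncertain.

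Expected counts were rounded to whole numbers. With R 4.3.3 and edgeR 4.0.16, genes with low counts were removed by filterByExpr by genotype, library sizes were scaled by TMM, and the genotypes were compared within each experiment by the quasi-likelihood F test with Benjamini-Hochberg adjustment over the genes tested. A gene was called at an adjusted p under 0.05 and a fold change over 2. CPM are counts scaled to the TMM-adjusted library total, and their log2 values for the values per mouse use a prior count of 2. For *Cebpa* and *Spp1*, and for *Sox9* by a choice made after its values were seen, an exact two-sided permutation test compared the means of log2 CPM over the 252 arrangements of 10 mice. Differences of genotype effects between experiments were tested as interactions in 1 edgeR fit of all libraries. The gene lists were tested with fry of limma 3.58.1, adjusted over the 11 tests that could be run, since no gene of the inflammation list had enough counts in HFCFD2W. The lists were the 8 fibrosis-related and the 4 inflammation-related mRNAs of Figure 3B, 16 Notch pathway genes, and 40 extracellular matrix and stellate-cell genes.

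Genes are named in the text by these rules: those the paper names for these mice, those of the 4 lists, those printed on Figure 4B, those called the same way in all 3 experiments, and for each experiment the 5 higher and 5 lower genes with the largest fold change among called genes without overlap between genotypes and with a mean of at least 1 CPM. *Alb*, *Mcm10*, *Timd4*, *Cebpb*, *Ptprc*, *Epcam*, *Krt19*, *Krt7*, *Prom1*, *Trem2*, *Serpina3k*, *Wfdc2*, *Krt23* and *Onecut1* fall outside these rules and were chosen after their values were seen. So do *Aqp1*, *Ctsd*, *Cd5l*, *Flt4*, *Cd4*, *Trf*, *Pcna* and *Grb10*. Each was named for its level as the most abundant gene of a marker list below, in *Cebpa* fl/fl or knockout livers. The tests, the 4 lists, the rules and most alternatives were set before the data were examined.

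These alternatives were tried: no low-count filter, the authors' filtered genes, DESeq2 1.42.0, upper quartile normalization, robust quasi-likelihood, limma on the authors' CPM values with a pseudocount of 1, a joint fit of all libraries, the replicate number as a block, each mouse left out in turn, no fold-change minimum, an adjusted p under 0.01, and limma's camera with a preset correlation of 0.01 or an estimated one. A correction for GC content and transcript length (splines with 4 degrees of freedom), drawing all libraries down to the lowest total of 7996123 counts, and leaving out each mouse from the tests of differences were chosen after seeing the data. Whether replicate numbers pair mice across genotypes was checked on the 2000 most variable genes: same-number correlations ran from -0.33 to 0.04, from -0.07 to 0.16 and from -0.05 to 0.22 in the 3 experiments, so the block was kept as an alternative only. In HFCFD2W the genotypes share 4 replicate numbers, and the block fit kept only those 4 pairs of mice.

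Library totals ran from 7996123 to 10257347 counts. At this depth a gene whose libraries in a group all hold 3 counts or fewer is at the floor, and its fold is given as a bound. The median of genes with a count was 14947 and 15336 in *Cebpa* fl/fl and knockout mice of HFCFD2W, 15976 and 16379 in HFCFD8W+T10D, and 15781 and 17118 in HFCFD12W+T10W. The 10 most abundant genes held medians of 17.8% to 23.2% of the counts of a group.

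The steps were tested on simulated data in which 200 genes changed. The edgeR test recovered 142 of 182 changed genes it tested in one simulated experiment and 148 of 181 in another, with 4 and 6 unchanged genes called, and called 0 genes in an experiment without changes. Both fry and camera recovered 20 of 20 shifted lists and called 2 of 20 lists that were not shifted. These were lists of 20 genes, called at an unadjusted p under 0.05. The simulated genes varied independently of each other, so this cannot show how the list tests behave where genes move together. Each count and each list was also compared with 100 of the 126 splits of the 10 mice, and the differences of genotype effects with 80 splits.

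To weigh explanations, 8 lists of marker genes were used: cholangiocyte (19 genes), lipid-associated macrophage (10), resident Kupffer cell (6), sinusoidal endothelial cell (13), T cell (8), abundant hepatocyte plasma protein (15), replication licensing (8) and imprinted growth network (10). They were written after a first look at other genes of the same kinds, which they leave out, and before the values of their own genes were seen. None of their genes is on another of these lists, and their fry p are adjusted over 24 tests.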

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

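The test of the inducible Cre at the *Alb* locus, the division between lists that rise enough and too little to account for *Spp1*, the comparison of *Alb* with quartiles, the medians of cholangiocyte genes above 1 CPM, the correction for GC content and transcript length, equal depth and the splits for the shared genes were chosen after the results were seen, and the patterns themselves were noticed in these data.

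Of 76 groups of 5 mice tested for a mouse far from the others, 5 held one, where chance gives 3.8. The ratio is the gap of the mouse to its nearest neighbour over the whole range of the group. In HFCFD2W, *Cebpa* ΔHep replicate 3 had a mean log2 CPM of 2.84 over the matrix list against 3.50 to 3.67 in the others, a ratio of 0.79. In HFCFD8W+T10D, *Cebpa* fl/fl replicate 2 had 1.68 over the Notch list against 2.20 to 2.39, a ratio of 0.735. In HFCFD12W+T10W, *Cebpa* ΔHep,ERT2 replicate 3 had a *H19* log2 CPM of 2.89 against 4.30 to 4.79, a ratio of 0.74, *Cebpa* ΔHep,ERT2 replicate 4 had a *Rian* log2 CPM of 4.15 against 4.63 to 4.81, a ratio of 0.734, and *Cebpa* fl/fl replicate 5 had 16070 genes with a count against 15690 to 15790, a ratio of 0.74. With as many as chance gives, no explanation was tested for them, and no biological explanation is given by the design, since the mice of a group share their condition.

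HFCFD2W differs from the other experiments in Cre line, diet time and tamoxifen together, and the inducible experiments differ from each other in diet and tamoxifen time, so any difference of genotype effects has these biological explanations open and untested. *Cebpa* fell less in the inducible experiments, by 2.17 on the log2 scale in HFCFD8W+T10D against HFCFD2W (adjusted p 9.3e-07 from edgeR's interaction test) and by 2.802 in HFCFD12W+T10W against HFCFD2W (adjusted p 2.7e-08). For *Spp1* the difference was -1.02 between HFCFD8W+T10D and HFCFD2W and 1.54 between HFCFD12W+T10W and HFCFD8W+T10D. The *Spp1* increase itself stayed past its threshold after the correction for GC content and transcript length, at 3.66, 2.65 and 4.19 in HFCFD2W, HFCFD8W+T10D and HFCFD12W+T10W, and at equal depth, at 3.61, 2.59 and 4.18, which argues against these as its whole cause. In HFCFD2W, the lipid-associated macrophage list, of which 6 genes were tested and expressed in *Cebpa* fl/fl liver, had a median of 0.11 (adjusted p 0.078 from fry), which argues against more of such macrophages. Its most abundant gene, *Ctsd*, had log2 fold changes of 0.05, 0.69 and 0.74. The list of cholangiocyte genes had a median of 0.67 in HFCFD2W (adjusted p 0.00072 from fry) with an upper quartile of 1.40, below the *Spp1* change, so that in these bulk data some contribution stays open. For 2-week HFCFD-fed mice the paper has other evidence: single-cell RNA-Seq, qPCR of separated cells and OPN staining. From these it places the rise mostly in hepatocytes. It also reports that *Spp1* still rose in knockout mice depleted of macrophages. In HFCFD8W+T10D the macrophage list had a median of 0.94 and the cholangiocyte list of 0.92, the latter with quartiles from -0.71 to 1.89, and in HFCFD12W+T10W the macrophage list had a median of 1.38, with 9 of its genes expressed in *Cebpa* fl/fl liver. *Gpnmb*, *Mmp12* and *Trem2*, not on that list and set beside it as genes of such macrophages after their values were seen, changed by 4.43, 3.52 and 2.25 in HFCFD8W+T10D and by 5.56, 4.44 and 4.099 in HFCFD12W+T10W, where *Spp1* changed by 2.59 and 4.16; they had too few counts in HFCFD2W. Whether these cells contribute there cannot be told apart from a rise within hepatocytes, because the lists rise less than *Spp1* while some single genes rise as much or more. In HFCFD12W+T10W the cholangiocyte list had a median of 3.39 with an upper quartile of 4.54, above the *Spp1* change, but over its 8 genes above 1 CPM in *Cebpa* fl/fl liver a median of 0.65 with an upper quartile of 1.904, below it, so that whether part of the *Spp1* in those livers comes from cholangiocytes or cells like them stays open.

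*Sox9* rose more in HFCFD12W+T10W than in HFCFD2W, by 2.89, and than in HFCFD8W+T10D, by 2.14. The cholangiocyte list rose there by a median of 3.39 over 17 tested genes (adjusted p 1.7e-07 from fry), also with the 2 genes at the floor in a group set to their bounds, and 8 of its genes exceeded 1 CPM in *Cebpa* fl/fl liver. Those 8 had a median of 0.65 with quartiles from -0.70 to 1.904, so the median of the list rests mostly on genes under 1 CPM in *Cebpa* fl/fl liver. Among the 8, 4 were higher and 2 lower with an adjusted p under 0.05 from edgeR. The lower ones were *Wfdc2*, at -2.12, and *Krt23*, at -1.01 (adjusted p 0.0437). *Krt23* passed 0.05 in 1 of the 10 fits that each left out 1 mouse, with up to 0.0984 without *Cebpa* fl/fl replicate 2. *Onecut1* changed by -0.60 (adjusted p 0.459 from edgeR), and by -1.31 to -0.09 with each mouse left out in turn. The list's most abundant gene in *Cebpa* fl/fl liver, *Aqp1*, changed by 0.17, from 86.6 to 97.4 CPM, which its level in other liver cells could hide. *Epcam* changed by 4.43, *Prom1* by 4.17, *Krt7* by 2.90 and *Krt19* by 2.75 in HFCFD12W+T10W, while in HFCFD8W+T10D *Epcam* changed by 2.57, *Krt19* by -0.51 (adjusted p 0.417 from edgeR) and *Krt7* by -0.19 (adjusted p 0.782). A lower share of hepatocytes that raises every other cell type alike is argued against by the sinusoidal endothelial list. All 13 of its genes are expressed, with a median of -0.14 (adjusted p 0.717 from fry). Its upper quartile of 0.16 lay below the lower quartile of 0.76 of the macrophage list. *Flt4*, the most abundant endothelial gene in knockout livers (77.4 CPM) but not in *Cebpa* fl/fl livers (46.8 CPM), changed by 0.72. *Sox9* stayed at 2.93 after the correction for GC content and transcript length and at 3.05 at equal depth. More cholangiocytes, or hepatocytes that take on their genes, may account for it, and bulk RNA cannot separate these.

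The lists differed as well. The fibrosis list changed more in HFCFD12W+T10W than in HFCFD2W by 2.47 (adjusted p 9.9e-06 from fry over 12 tests) and than in HFCFD8W+T10D by 1.69 (adjusted p 0.00091). The matrix list did so by 2.07 and 1.54, and the Notch list by 0.43 (adjusted p 0.0011) and 0.35 (adjusted p 0.0107). The inflammation list, with 2 genes tested, changed more than in HFCFD2W by 2.02 in HFCFD8W+T10D (adjusted p 0.0011) and by 1.47 in HFCFD12W+T10W (adjusted p 0.0081). In HFCFD2W, however, no library held more than 12 counts of *Ccl2* or *Il1b*, neither could be tested there alone, and the joint fit put their median at -0.70, so these 2 values do not show a difference. *Smpdl3b*, higher in all 3 experiments, rose less in HFCFD12W+T10W than in HFCFD2W, with a difference of -1.67 (adjusted p 0.0056 from edgeR), and than in HFCFD8W+T10D, with -1.48 (adjusted p 0.0218). *Ptprc*, which encodes CD45, rose more in HFCFD12W+T10W than in HFCFD2W by 1.18 (adjusted p 0.0166). Of the 26 differences of genes and lists given in this part, those of the inflammation list aside, 24 kept their direction and an adjusted p under 0.05 after the correction for GC content and transcript length and 25 at equal depth, which argues against these as their whole cause. The exceptions, for which that stays open, were *Rian* between HFCFD8W+T10D and HFCFD2W, at -2.99 after the correction (adjusted p 0.0559) and -2.94 at equal depth (adjusted p 0.0594), and the Notch list between HFCFD12W+T10W and HFCFD8W+T10D, at 0.204 after the correction (adjusted p 0.0606) and 0.338 at equal depth (adjusted p 0.0162).

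*Alb* was lower in *Cebpa* ΔHep,ERT2 livers, by -0.94 in HFCFD8W+T10D (adjusted p 0.034 from edgeR) and -1.10 in HFCFD12W+T10W (adjusted p 8.9e-06), and not in *Cebpa* ΔHep livers, at 0.26 (adjusted p 0.279). The differences from HFCFD2W were -1.21 (adjusted p 0.0019) and -1.40 (adjusted p 0.00014). Of the 10 fits of HFCFD8W+T10D that each left out 1 mouse, 9 gave an adjusted p over 0.05, up to 0.101 without *Cebpa* ΔHep,ERT2 replicate 1, and the exception was the fit without *Cebpa* ΔHep,ERT2 replicate 4. Over the alternatives its adjusted p there ran from 6.1e-05 to 0.552. Less hepatocyte RNA is argued against as the whole cause, since the 15 abundant hepatocyte plasma protein genes, all expressed, fell less as a set. Their median was -0.61 in HFCFD12W+T10W (adjusted p 0.00016 from fry) with a lower quartile of -0.70. In HFCFD8W+T10D it was -0.26 (adjusted p 0.545) with a lower quartile of -0.39. *Trf*, the most abundant of them, changed by 0.24 in HFCFD12W+T10W, while *Serpina3k* fell more than *Alb* there, at -1.75. In HFCFD8W+T10D *Serpina3k* was as low as *Alb*, at -0.94, but did not pass 0.05 (adjusted p 0.0723 from edgeR). With each mouse left out in turn it ran from -1.22 to -0.72 there. After the correction for GC content and transcript length *Alb* was at -1.17. The inducible Cre, where it is placed at the *Alb* locus, might lower the output of that locus in mice that carry it. The change did not differ between the inducible experiments (-0.19, adjusted p 0.692), but both carry that Cre, so its effect cannot be told apart from that of losing CEBPA.

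*H19* and *Rian*, noncoding RNAs that the paper does not discuss, were higher in all 3 experiments. *H19* changed by 2.95 in HFCFD2W and 5.13 in HFCFD8W+T10D and was at least 55.3-fold higher in HFCFD12W+T10W, and its change exceeded that of HFCFD2W by a fitted 3.63 in HFCFD12W+T10W (adjusted p 0.0084 from edgeR), or by 2.84 with its bound there. *Rian* was at least 16.4-fold higher in HFCFD2W and changed by 2.08 in HFCFD8W+T10D and 1.88 in HFCFD12W+T10W, with fitted differences from HFCFD2W of -3.12 (adjusted p 0.047) and -3.36 (adjusted p 0.0065), or of -1.95 and -2.16 with its bound in HFCFD2W. In 4 of the 10 fits of HFCFD8W+T10D that each left out 1 mouse, the adjusted p of *Rian* exceeded 0.05, up to 0.061 without *Cebpa* ΔHep,ERT2 replicate 2. The lowest of the 6 log2 fold changes was 1.74 after the correction for GC content and transcript length and 1.88 at equal depth, which argues against both. A rise of imprinted growth genes as a network stays open: that list had a median of 0.01 in HFCFD2W with 3 genes tested and expressed, of 0.37 in HFCFD8W+T10D and of 1.10 in HFCFD12W+T10W, where 6 were expressed, and its most abundant gene, *Grb10*, changed by 1.63, 0.48 and 1.69. The genes tested in HFCFD2W are too few and go both ways.

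*Mcm10* was lower in HFCFD8W+T10D, at -2.86, and in HFCFD12W+T10W, at -2.10, and not in HFCFD2W, at 0.53 (adjusted p 0.102 from edgeR), with differences of -3.41 (adjusted p 8.6e-07) and -2.68 (adjusted p 4.0e-06). Less DNA replication is argued against by the replication licensing list, 7 of whose genes were tested and expressed, with medians of 0.77 in HFCFD8W+T10D and 1.82 in HFCFD12W+T10W (adjusted p 0.00016 from fry). Its most abundant gene, *Pcna*, changed by 0.69 in HFCFD12W+T10W. *Timd4* was lower in HFCFD12W+T10W at -2.72, a difference of -2.88 from HFCFD2W (adjusted p 0.0007) and of -2.90 from HFCFD8W+T10D (adjusted p 0.0015). The resident Kupffer cell list, all 6 genes of which are expressed, had a median of 0.10 (adjusted p 0.486 from fry) with quartiles from -1.80 to 0.48, and its most abundant gene, *Cd5l*, went from 230.8 to 330.8 CPM. Fewer resident Kupffer cells and a change of state in them cannot be told apart here, because members of the list go both ways.

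*Cebpb*, a paralog that the paper does not report on in these livers, changed by 1.11 in HFCFD2W, with differences of -1.05 in HFCFD8W+T10D (adjusted p 0.0014 from edgeR) and -1.59 in HFCFD12W+T10W (adjusted p 3.3e-06). Over the alternatives its own change in HFCFD8W+T10D was 0.05 to 0.10, with an adjusted p of at least 0.671. In HFCFD12W+T10W it was lower in knockout livers, at -0.48 to -0.36, with an adjusted p of at most 0.0246. Of the genes called the same way in all 3 experiments, 38 higher and 36 lower ones are not printed on Figure 4B. No explanation was tested for these, apart from GC content, transcript length and depth for the differences of *Cebpb*.

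As many higher genes, and as many lower genes, came from 1 of 100 splits of the mice in each experiment, the real one. Elsewhere the most genes called one way were 7, 4 and 1 in the 3 experiments, and 95, 95 and 98 of the 99 other splits called none. Of the splits of all mice, 1 of 100 could give as many shared higher genes and 1 of 100 as many shared lower genes, bounded by the smallest of the 3 counts. The number of genes with a difference of genotype effect was reached by 1 of 80 splits for each pair of experiments. For the fibrosis list, 57, 1 and 1 of 100 splits had a fry p as small in HFCFD2W, HFCFD8W+T10D and HFCFD12W+T10W, for the matrix list 37, 5 and 1, for the Notch list 83, 18 and 1, and for the inflammation list 2 in HFCFD8W+T10D and 5 in HFCFD12W+T10W. The matrix list in HFCFD8W+T10D and the inflammation list in HFCFD12W+T10W, at 5 of 100, are thus not set apart from other splits of the mice.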

How the results depend on the processing

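The correction for GC content and transcript length, equal depth, leaving out mice from the tests of differences, and counting the genes of each list that pass with a mouse left out were chosen after the results were seen. Of 333 values of 31 results for counts, *Cebpa*, *Spp1*, *Sox9* and lists under the alternatives, 280 kept their direction and their side of the threshold. The *Cebpa* and *Spp1* changes of the 3 experiments kept both under every alternative run. For the 107 results of other named genes, 1035 of 1069 values did, 21 became weaker, 9 stronger and 4 reversed. Where no cause is given below, the cause was not tested.

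With no fold-change minimum the higher genes were 952, 1231 and 3411 and the lower genes 895, 821 and 2960 in HFCFD2W, HFCFD8W+T10D and HFCFD12W+T10W, and the shared genes 185 and 213, because a criterion is dropped. At an adjusted p under 0.01 the higher genes of HFCFD8W+T10D were 256 and the shared lower genes 21, because the threshold is stricter. With limma on the authors' CPM values, the higher genes of HFCFD8W+T10D were 257. Without the low-count filter, which tests more genes, the higher genes of HFCFD12W+T10W were 2672 and the shared genes 68 and 65. On the authors' filtered genes the shared higher genes were 69, and in the joint fit 82. After the correction for GC content and transcript length the lower genes of HFCFD12W+T10W were 681, as the median of all genes shifted by -0.19 and the higher share of called genes went from 80.4% to 68%, and the genes whose effect differed between HFCFD12W+T10W and HFCFD8W+T10D were 2128; upper quartile normalization and DESeq2 moved the median of all genes by at most 0.081 in any experiment.

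*Sox9* in HFCFD8W+T10D was no longer past the threshold with the replicate number as a block (1.06) and after the correction for GC content and transcript length (0.945). The Notch list of HFCFD2W, near 0, changed direction with limma on the authors' CPM values (0.017), the block (0.064) and the joint fit (0.003), and the matrix list of HFCFD2W with the block (-0.031). The block fit of HFCFD2W held 4 mice of each genotype, so blocking and fewer mice cannot be told apart there. *Hes1* in HFCFD2W changed direction with upper quartile normalization (-0.004) and at equal depth (-0.14), and *Aqp1* (-0.095) and *Cd4* (-0.075) in HFCFD12W+T10W after the correction for GC content and transcript length.

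The fibrosis list of HFCFD8W+T10D, at a fry adjusted p of 0.051, passed 0.05 without the low-count filter (0.855), on the authors' filtered genes (0.853), with DESeq2 (0.853), upper quartile normalization (0.772), limma on the authors' CPM values (0.795), equal depth (0.794), the joint fit (0.863) and camera (0.741). The matrix list of that experiment did so under the same settings, with medians of 0.674, 0.672, 0.672, 0.69, 0.588, 0.654, 0.68 and 0.658. Its inflammation list lost the call with the block (1.26), camera (1.34) and camera with estimated correlation (1.34). The inflammation list of HFCFD12W+T10W gained it without the low-count filter (0.799), on the authors' filtered genes (1.245), with DESeq2 (1.253), upper quartile normalization (0.895), limma on the authors' CPM values (0.467), the correction for GC content and transcript length (0.854) and equal depth (0.878). Camera with estimated correlation, which allows for genes that move together, lost the calls of HFCFD12W+T10W for the fibrosis list (2.98), the Notch list (0.447) and the matrix list (2.10). In HFCFD2W the inflammation list could be tested under 5 alternatives only, with medians from -1.72 over 1 gene with DESeq2 to -0.03 over 3 genes with limma on the authors' CPM values.

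Across the fits that each left out 1 mouse, these results changed a call, a direction or their size by over 1.5 times. The higher genes of HFCFD8W+T10D ran from 308, without *Cebpa* ΔHep,ERT2 replicate 2, to 706. The genes whose effect differed between HFCFD12W+T10W and HFCFD8W+T10D, 1356 of 12964, ran from 881, without *Cebpa* fl/fl replicate 5 of HFCFD8W+T10D, to 1970. *Sox9* in HFCFD8W+T10D ran from 0.87 to 1.42 and lost the call in 8 fits, the highest adjusted p being without *Cebpa* ΔHep,ERT2 replicate 3. The Notch list of HFCFD2W ran from -0.20 to 0.047, the upper end without *Cebpa* fl/fl replicate 2, and that of HFCFD8W+T10D from 0.162, without *Cebpa* fl/fl replicate 2, to 0.294. In HFCFD2W *Sox9* ran from 0.048, without *Cebpa* ΔHep replicate 5, to 0.356, and the fibrosis list from 0.143 to 0.412 and the matrix list from 0.032 to 0.306, the ends without *Cebpa* fl/fl replicate 1 and *Cebpa* ΔHep replicate 3. In HFCFD8W+T10D the fibrosis list ran from 0.53 to 1.01 and passed 0.05 without *Cebpa* ΔHep,ERT2 replicate 4 (0.975), the matrix list from 0.495 to 0.742 and passed without the same mouse, and the inflammation list from 1.08 to 1.497 and lost the call in 6 fits, with the highest adjusted p, 0.0648, without *Cebpa* fl/fl replicate 3. The inflammation list of HFCFD12W+T10W ran from 0.64 to 1.13 and passed without *Cebpa* fl/fl replicate 5. In HFCFD8W+T10D the genes with an adjusted p under 0.05 over all genes ran from 1, without *Cebpa* ΔHep,ERT2 replicate 2 or 3, to 5 on the fibrosis list and from 4, without the same mice, to 19 on the matrix list; the 1 such gene of the Notch list was lost in 8 fits, and the inflammation list had 2 without *Cebpa* fl/fl replicate 2. Directions changed for *Hes1* in HFCFD2W (-0.20 to 0.12) and HFCFD8W+T10D (-0.06 to 0.32), *Ptprc* in HFCFD2W (-0.045 to 0.236), *Timd4* in HFCFD2W (-0.036 to 0.256) and HFCFD8W+T10D (-0.066 to 0.445), *Krt7* in HFCFD8W+T10D (-0.40 to 0.18), *Cebpb* in HFCFD8W+T10D (-0.041 to 0.199), *Ctsd* in HFCFD2W (-0.003 to 0.107) and *Cd4* in HFCFD2W (-0.069 to 0.325) and HFCFD8W+T10D (-0.359 to 0.018), none of them past the threshold. Of 1070 such values of named genes, 1004 kept both direction and side.

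At totals of 7996123 to 10257347 counts, depth limits genes with few counts: the inflammation list in HFCFD2W, and *Mmp13*, *Tnf* and *Il6* in each experiment, could not be tested with the low-count filter and all mice, and neither could *Krt19* and *Krt7* in HFCFD2W. With 1 mouse left out, the filter kept *Mmp13* in 6 of 10 fits of HFCFD8W+T10D (2.26 to 2.77) and in 6 of HFCFD12W+T10W (2.81 to 3.21), and *Krt19* in 6 of HFCFD2W (-0.24 to 0.067).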

Differences from the paper's values

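The values of the paper compared here, those legible for genes and counts computed here, were entered after the results were seen; those of its figures were read by eye. A value is listed where one of the values exceeds the other by over 1.5 times and, for folds by qPCR, they are also apart by more than the SD between knockout mice relative to the *Cebpa* fl/fl mean.

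The legend of Figure 4 gives thresholds for the volcano plots of Fig. 4B and none for the Venn diagram of Fig. 4A. The paper's counts of shared genes may therefore rest on other thresholds than those used here. The paper's text gives 6 mRNAs increased in all 3 experiments, and 45 genes were called higher in all 3 here. None of the alternatives set before the data were examined reached it, with counts from 33 to 185. The paper gives 24 decreased mRNAs, and 42 were called lower here. That count no longer differed by this rule with an adjusted p under 0.01 (21), the replicate number as a block (32), robust quasi-likelihood (36), limma on the authors' CPM values (36) and without *Cebpa* fl/fl replicate 5 of HFCFD2W (36), and under none of the other alternatives set before the data were examined.

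For Fig. 4A, the paper's higher genes add up to about 48 in HFCFD2W, about 41 in HFCFD8W+T10D and about 61 in HFCFD12W+T10W, read by eye, against 187, 490 and 1777 here, and none of the alternatives set before the data were examined closed any of these gaps. Since no thresholds are stated with Fig. 4A, the gaps may come from unlike thresholds. The paper's lower genes add up to about 60, about 120 and about 260 in Fig. 4A, against 153, 241 and 433 here. An adjusted p under 0.01 gave 171 in HFCFD8W+T10D and upper quartile normalization gave 365 in HFCFD12W+T10W, neither of which differs from the paper's by this rule, and none of the other alternatives set before the data were examined did so, with 113 the closest in HFCFD2W.

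On the volcano plots of Fig. 4B, the paper's -log10 adjusted p of *Cebpa* in HFCFD2W is about 280, against 10.4 here, that of *Spp1* in HFCFD2W about 32, against 5.76, and that of *Spp1* in HFCFD12W+T10W about 210, against 8.35. With DESeq2 these were 279, 32 and 206, which do not differ by the rule, and none of the other alternatives set before the data were examined closed these gaps.

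By qPCR, the paper's *Spp1* mRNA relative to *Cebpa* fl/fl is about 3.3 in HFCFD8W+T10D (Fig. 4C), against 6.04 by RNA-Seq here. It no longer differed by the rule with limma on the authors' CPM values (5.48), the replicate number as a block (5.66), without *Cebpa* ΔHep,ERT2 replicate 1 (5.48) and without *Cebpa* ΔHep,ERT2 replicate 2 (5.41), and under none of the other alternatives set before the data were examined. In HFCFD12W+T10W it is about 7 in Fig. 4C, against 17.9 here, and none of the alternatives set before the data were examined closed the gap, with values from 16.8 to 19. For Fig. 3B, the paper's *Timp2* is about 2.3 against 3.52 here, no longer different by the rule with limma on the authors' CPM values (3.18), the joint fit (3.41), without *Cebpa* ΔHep,ERT2 replicate 3 (3.2) and without *Cebpa* fl/fl replicate 3 (3.43). The paper's *Acta2* is about 1.9 in Fig. 3B against 4.2 here, no longer different by the rule with limma on the authors' CPM values (2.55). The paper's *Mmp2* is about 4.1 in Fig. 3B against 8.1 here, and none of the alternatives set before the data were examined closed the gap, with values from 6.5 to 9.23.

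The paper states that *Sox9* was not changed by hepatocyte CEBPA loss, without naming the mice or cells. Its text describes Notch signaling in hepatocytes and livers of chow-fed mice and in HFCFD2W livers, not in the inducible experiments. In HFCFD2W the log2 fold change of *Sox9* here was 0.23 (adjusted p 0.666 from edgeR). That is no difference from the statement, though it does not rule out a change. The log2 fold change was 1.00 in HFCFD8W+T10D (adjusted p 0.0451) and 3.16 in HFCFD12W+T10W (adjusted p 1.2e-06). Whether the statement was meant for these inducible livers is not given, so their values do not refute it.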

Other observations

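Equal depth and leaving mice out of the tests of differences were chosen after the results were seen, and *Ptprc*, *Trem2* and the patterns tested were chosen after their values were seen.

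In HFCFD12W+T10W more genes were called than in the other experiments. A smaller spread between mice alone is argued against, since 1240 of the 10950 genes tested in all experiments had a fold change over 2 at any p there, against 338 in HFCFD2W and 534 in HFCFD8W+T10D, and the biological coefficient of variation was 0.149, 0.195 and 0.157 in HFCFD2W, HFCFD8W+T10D and HFCFD12W+T10W. At equal depth 2178 genes were called there, against 342 and 710, which argues against depth. The longer diet and tamoxifen time is a biological explanation that stays open. The log2 fold changes of the 10950 genes correlated across genes with Pearson's r of 0.77 between HFCFD8W+T10D and HFCFD12W+T10W, 0.37 between HFCFD2W and HFCFD8W+T10D, and 0.34 between HFCFD2W and HFCFD12W+T10W, where genes are not independent replicates. Among these 10950 genes, those called in both experiments of a pair went opposite ways in 1, 6 and 11 cases and the same way in 384, 98 and 124. The genes whose genotype effect differed numbered 1457 between HFCFD8W+T10D and HFCFD2W, 3985 between HFCFD12W+T10W and HFCFD2W and 1356 between HFCFD12W+T10W and HFCFD8W+T10D, of 12964. Without *Cebpa* fl/fl replicate 5 of HFCFD8W+T10D the last was 881.

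The Notch list had a median of 0.25 in HFCFD8W+T10D (adjusted p 0.25 from fry; 0.162 without *Cebpa* fl/fl replicate 2), where 1 of 12 tested genes passed over all genes, in 2 of the 10 fits that each left out 1 mouse, and 0 when adjusted over the list alone, with 2 at an unadjusted p under 0.05. In HFCFD12W+T10W the median was 0.45 (adjusted p 0.00022), and 8 of 13 passed over all genes and 9 when adjusted over the list alone, among them *Sox9*. The call held under camera with its preset correlation and not with an estimated one (adjusted p 0.355, the highest of the alternatives, which began at 3.0e-05). The inflammation list of HFCFD8W+T10D had a median of 1.34 (adjusted p 0.026 from fry), and 1 of the 2 genes tested passed over all genes and 2 when adjusted over the list alone. Without *Cebpa* fl/fl replicate 3 its median was 1.23 and the adjusted p 0.0648, and 6 of the 10 fits that each left out 1 mouse exceeded 0.05.

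*Smpdl3b*, which the paper reports as increased, changed by 3.25, 3.09 and 1.63 in HFCFD2W, HFCFD8W+T10D and HFCFD12W+T10W. *Adgre1*, a macrophage marker, changed by 0.38 (adjusted p 0.124 from edgeR), 0.75 (adjusted p 0.0232) and 1.10 (adjusted p 0.002). In HFCFD8W+T10D its adjusted p exceeded 0.05 in 5 of the 10 fits that each left out 1 mouse, up to 0.0635 without *Cebpa* fl/fl replicate 4. *Ptprc* changed by 0.13 (adjusted p 0.745), 1.25 (adjusted p 0.0054) and 1.35 (adjusted p 4.9e-05). *Atf3* changed by 1.35 in HFCFD8W+T10D (adjusted p 0.0697, and 0.00737 without *Cebpa* ΔHep,ERT2 replicate 4) and by 2.09 in HFCFD12W+T10W (adjusted p 0.00101), and had too few counts in HFCFD2W. Over the alternatives its adjusted p in HFCFD8W+T10D ran from 0.0257 to 0.16. *Hes1* changed by 0.31 in HFCFD12W+T10W (adjusted p 0.0549 from edgeR, from 0.0216 to 0.331 over the alternatives, and 0.0354 without *Cebpa* ΔHep,ERT2 replicate 1). *Trem2* changed by 2.25 in HFCFD8W+T10D and 4.099 in HFCFD12W+T10W.

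The T cell list had 1 gene tested and expressed in HFCFD2W and HFCFD8W+T10D, *Cd4*, which changed by 0.10 and -0.18. In HFCFD12W+T10W 5 genes were tested, 1 of them above 1 CPM in *Cebpa* fl/fl liver, with a median of 2.21 (adjusted p 0.00017 from fry). There *Cd4*, the most abundant in *Cebpa* fl/fl liver, went from 1.95 to 2.20 CPM. The resident Kupffer cell list had a median of 0.38 in HFCFD2W (adjusted p 0.0041) and 0.41 in HFCFD8W+T10D (adjusted p 0.167). The sinusoidal endothelial list had medians of 0.07 and -0.12 in those experiments, the abundant hepatocyte plasma protein list had -0.04 in HFCFD2W, and the replication licensing list had 0.07 there.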
